# STAT3 is critical for skeletal development and bone homeostasis by regulating osteogenesis

**DOI:** 10.1038/s41467-021-27273-w

**Published:** 2021-11-25

**Authors:** Siru Zhou, Qinggang Dai, Xiangru Huang, Anting Jin, Yiling Yang, Xinyi Gong, Hongyuan Xu, Xin Gao, Lingyong Jiang

**Keywords:** Bone development, Musculoskeletal abnormalities, Drug development

## Abstract

Skeletal deformities are typical AD-HIES manifestations, which are mainly caused by heterozygous and loss-of-function mutations in Signal transducer and activator of transcription 3 (STAT3). However, the mechanism is still unclear and the treatment strategy is limited. Herein, we reported that the mice with *Stat3* deletion in osteoblasts, but not in osteoclasts, induced AD-HIES-like skeletal defects, including craniofacial malformation, osteoporosis, and spontaneous bone fracture. Mechanistic analyses revealed that STAT3 in cooperation with Msh homeobox 1(MSX1) drove osteoblast differentiation by promoting Distal-less homeobox 5(*Dlx5)* transcription. Furthermore, pharmacological activation of STAT3 partially rescued skeletal deformities in heterozygous knockout mice, while inhibition of STAT3 aggravated bone loss. Taken together, these data show that STAT3 is critical for modulating skeletal development and maintaining bone homeostasis through STAT3-indcued osteogenesis and suggest it may be a potential target for treatments.

## Abstract (web summary)

Autosomal dominant hyper-immunoglobulin E syndrome (AD-HIES) is associated with mutations in STAT3, and clinical manifestations include skeletal deformities. Here, the authors show that inactivation of STAT3 in osteoblast induces AD-HIES-like skeletal defects by impairing osteogenesis, and show that pharmacological STAT3 activation rescues the phenotype.

## Introduction

Autosomal dominant hyper-immunoglobulin E syndrome (AD-HIES), also known as Job’s syndrome, is a rare multisystem disease that is characterized by pathologically elevated serum immunoglobulin E (IgE) and immunological disorders, such as recurrent staphylococcal skin abscesses and cyst-forming pneumonia^1,2^. These immunological disorders of AD-HIES have received lots of attention in previous studies. Nevertheless, although a series of clinical studies have reported that skeletal deformities such as anomalies in craniofacial bone, severe osteoporosis, and recurrent minimal trauma fractures are typical and common manifestations of AD-HIES, limited research is available that addresses them^3–5^. In a clinical report from the USA and Central Europe, 89.4% (34/38) of AD-HIES patients exhibit skeletal deformities, such as characteristic facial features, and pathologic fractures^6^. The incidence of distinctive facial features of AD-HIES patients in a French study was 95% (57/60) and 90.6% (58/64) in an international study^7,8^. In China, a cohort study showed that all 17 AD-HIES patients exhibited characteristic facial features^9^. Although the bone deformities are characteristic and harmful for the health and beauty of AD-HIES patients, clinical treatment is limited. Hence, clarifying the underlying mechanisms of AD-HIES-related bone defects is important.

Signal transducer and activator of transcription (STAT3) is well known to play an important role in the development of AD-HIES^5,10–13^. As a member of the Janus kinase-signal transducers and activators of transcription (JAK-STAT) family of proteins, STAT3 responds to growth factors and multiple cytokines, and plays a critical role in regulating cell proliferation, differentiation, migration, apoptosis, and survival^14–16^. STAT3 has six domains, including the N-terminal domain (NTD), coiled-coil domain (CC), DNA-binding domain (DBD), linker domain (linker), the Src homology 2 (SH2) domain, and the transactivation domain (TD). Previous research has shown that the STAT3 mutations in AD-HIES patients are located in the DNA-binding domain (DBD), the Src homology 2 (SH2) domain, and the transactivation domain (TAD), and these mutations induced STAT3 loss-of-function mainly through the mechanism of negative dominance^9,17^. The previous studies have focused on the immune system abnormalities induced by the inactivation of STAT3 in AD-HIES patients^18–22^, but the bone abnormalities have been less studied^23–25^.

Skeletal development and bone homeostasis depend on the balance of the resorption of old or damaged bone by osteoclasts and formation of new bone by osteoblasts. Imbalance of this tightly coupled process may induce diseases such as osteoporosis and spontaneous fracture^26^. Bone deformity and decreased bone mass can be the result of decreased bone formation, increased bone resorption, or a combination of both effects. Several lines of data suggested that the osteoporosis induced by STAT3 inactivation may be relevant to incremented osteoclast activity^27–29^. Therefore, bisphosphonates, which could inhibit osteoclast activity and bone resorption, was be leveraged to treat secondary osteoporosis that caused by STAT3 mutations^30^. However, clinical studies have shown that although bisphosphonates increase bone mineral density, and bisphosphonates do not effectively reduce the incidence of pathological fractures in patients^31,32^. Furthermore, the treatment strategy of anomalies in the craniofacial bone of AD-HIES patients has been rarely reported^33^. To solve this clinical difficulty and develop new treatment insights and methods, the pathogenesis of bone development malformation caused by STAT3 inactivation and the underlying mechanisms must be furthermore elucidated.

Here we show the evidence that STAT3 deficiency in bone marrow mesenchymal stem cells (BMSCs) or pre-osteoblasts, but not in osteoclasts, induces craniofacial deformity, osteoporosis, and spontaneous bone fractures, resembling the cranial bone phenotypes of AD-HIES patients. Furthermore, the bone defects in osteoblast-specific *Stat3-*deficient mice indicate that the impaired bone formation but not the increased bone resorption is the contributor for this phenotype, which may provide potential insights for the treatment of bone abnormalities in AD-HIES patients.

## Results

### Deletion of *Stat3* in osteoclasts did not induce AD-HIES-like skeletal deformity

Bone development and remodeling depend on the balance between bone resorption by osteoclasts and bone formation by osteoblasts. If this balance is broken, both developmental and metabolic bone diseases could be induced. Previous reports have indicated that AD-HIES-related osteoporosis may be related to abnormal bone resorption^27,28^. Hence, we first generated an osteoclast-specific *Stat3* knockout mouse model (*Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice) by crossing *Stat3*^*fl/fl*^ mice with cathepsin K-Cre (*Ctsk*^*Cre*^) mice, a line in which Cre expression is primarily restricted to osteoclasts (Fig. 1a). Decreased expression of STAT3 in bone marrow macrophages (BMMs) from *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice was confirmed by western blotting (Fig. 1b). The physical size of the *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice was similar to their *Stat3*^*fl/fl*^ littermates (Fig. 1c). Alcian blue and alizarin red S staining did not show any developmental bone deformity in the *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice (Fig. 1d–f). Furthermore, our previous study indicated that *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice exhibited increased bone mass^34^. All these results validated that deleting *Stat3* in osteoclasts could not induce the AD-HIES-like skeletal deformities.

**Fig. 1:**
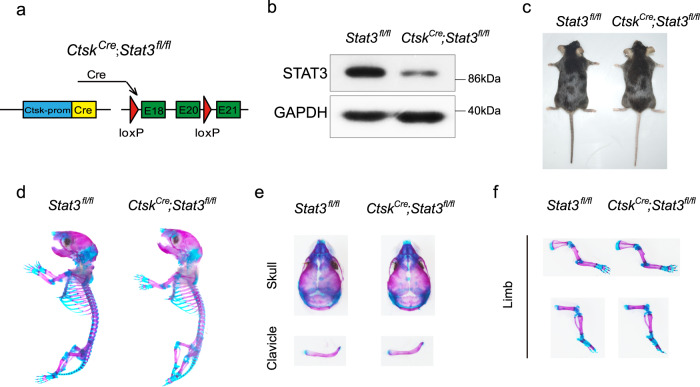
Deletion of *Stat3* in osteoclasts did not cause AD-HIES-like bone deformities. **a** Illustration of *Stat3* deletion in *Ctsk*-expressing osteoclasts. **b** Western blotting of STAT3 in BMMSs from 4-week-old male *Stat3*^*fl/fl*^ and *Ctsk*^*Cre*^*;Stat3*^*fl/fl*^ mice cultured with M-CSF and RANKL for 7 days. The experiment was performed twice to similar results. **c** Representative views of 8-week-old male *Stat3*^*fl/fl*^ and *Ctsk*^*Cre*^*;Stat3*^*fl/fl*^ mice. **d**–**f** Skeletal preparations from male *Stat3*^*fl/fl*^ and *Ctsk*^*Cre*^*;Stat3*^*fl/fl*^ newborns were double-stained with alcian blue and alizarin red S. Source data are provided in the Source data file.

### Deletion of *Stat3* in pre-osteoblasts induced AD-HIES-related skeletal deformities

To further determine whether the inactivation of STAT3 in osteoblast lineage cells was the cause of the AD-HIES-related skeletal deformities, we generated a pre-osteoblast-specific *Stat3* deletion mouse model (*Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice) by crossing *Stat3*^*fl/fl*^ mice with Osterix-Cre (*Osx*^*Cre*^) mice, a line in which Cre expression is primarily restricted to osteoblast precursors (Fig. 2a). We made a comparison between *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and Osx-Cre control (*Osx*^*Cre*^) littermates that were both in the context of Osx-Cre to exclude the effects of *Osx-Cre*^35,36^. Western blot confirmed the deletion of STAT3 in BMSCs of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice (Fig. 2b). The physical size analysis showed that 8-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice were dwarfed relative to their control littermates (Fig. 2c). Alcian blue and alizarin red S staining displayed defects in the skeleton of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ newborns, including hypomineralization of the cranial bones and hypoplasia of the clavicle (Fig. 2d–f). Further, micro-CT was used to analyze the skulls of 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and control littermates. The skulls of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice exhibited not only morphological deformity, including craniosynostosis and circular shape, but also hypo-ossification, indicated by obvious porosity when compared with the *Osx*^*Cre*^ littermates (Fig. 2g). To further determine the function of STAT3 in the skeletal system, we utilized micro-CT to analyze the skeletal elements isolated from the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice with corresponding control littermate *Osx*^*Cre*^ mice. As shown in Fig. 2h–m, 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice had osteoporosis with a reduced bone volume per tissue volume (BV/TV) in the femoral trabecular bone relative to the age-matched control littermates. Further analysis showed that the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice displayed a decrease in trabecular thickness (Tb.Th.) and trabecular number (Tb.N.) but an increase in trabecular separation (Tb.Sp.). Also, *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice displayed a dramatic reduction in the cortical thickness (Ct.Th.) compared with the control *Osx*^*Cre*^ littermates. Taken together, the deletion of *Stat3* in pre-osteoblasts induced AD-HIES-related skeletal deformities, such as craniofacial deformities and osteoporosis.

**Fig. 2:**
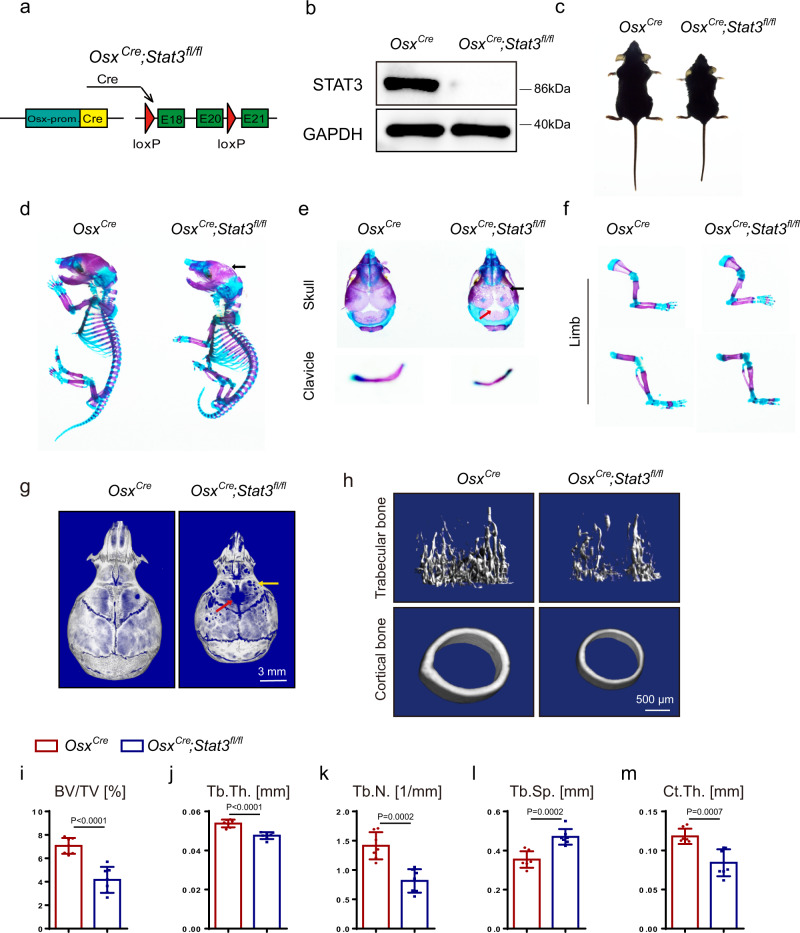
Deletion of *Stat3* in pre-osteoblasts induced skeletal deformities. **a** Illustration of *Stat3* deletion in *Osx*-expressing pre-osteoblasts. **b** Western blotting of STAT3 in BMSCs from 4-week-old male *Stat3*^*fl/fl*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice cultured in osteogenic medium for 7 days. The experiment was performed twice to similar results. **c** Representative views of 8-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice. **d**–**f** Skeletal preparations from male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ newborns were double-stained with alcian blue and alizarin red S. Arrows indicate calvarial lesions. **g** Microcomputed tomography (micro-CT) images of skulls from 4-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice. Arrows indicate calvarial lesions. **h** Micro-CT images of distal femurs from 4-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice. **i**–**m** Quantitative parameters of micro-CT, including bone volume per tissue volume (BV/TV), trabecular thickness (Tb.Th.), trabecular number (Tb.N.), trabecular space (Tb.Sp.), and cortical thickness (Ct.Th). *n* = 7. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

### Ablation of *Stat3* in BMSCs resulted in skeletal deformities

To further explore the role of STAT3 in the commitment of BMSCs to an osteoblast fate, we generated osteoblast lineage-specific *Stat3*-deficient mice (*Prx1*^*Cre*^;*Stat3*^*fl/fl*^ mice) by crossing *Stat3*^*fl/fl*^ mice with Prx1-Cre (*Prx1*^*Cre*^) mice (Fig. 3a). The latter is a transgenic line that has Cre expression in a subset of craniofacial mesenchyme and throughout the early limb bud mesenchyme^37^. Western blot analysis verified that STAT3 decremented in BMSCs (Fig. 3b). The 8-week-old *Prx1*^*Cre*^;*Stat3*^*fl/fl*^ mice were dwarfed relative to their control littermates (*Stat3*^*fl/fl*^) (Fig. 3c, g). Alcian blue and alizarin red S staining showed defects and malformation in the skeleton of newborns, 2- and 8-week-old *Prx1*^*Cre*^;*Stat3*^*fl/fl*^ mice compared with *Stat3*^*fl/fl*^ control littermates (Fig. 3d, e, Supplementary Fig. 1). Notably, *Prx1*^*Cre*^;*Stat3*^*fl/fl*^ mice had spontaneous fractures (Fig. 3e, f, Supplementary Fig. 1b, d), similar to the spontaneous bone fractures observed in AD-HIES patients. Thus, both *Osx*^*Cre*^;*Stat3*^*fl/fl*^ and *Prx1*^*Cre*^;*Stat3*^*fl/fl*^ mice, but not *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice, reproduced the bone phenotype of AD-HIES patients, including craniofacial dysplasia, osteoporosis, and spontaneous bone fractures. This indicated that inactivation of STAT3 in osteoblasts, but not osteoclasts, induced the AD-HIES-related bone defects.

**Fig. 3:**
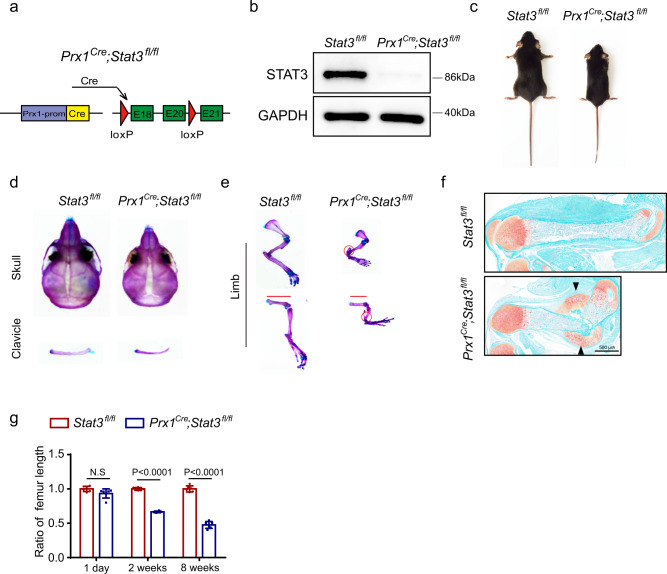
Ablation of *Stat3* in BMSCs induced bone defects in mice. **a** Illustration of *Stat3* deletion in Prx1-expressing bone mesenchymal stem cells. **b** Western blotting of STAT3 in BMSCs from 4-week-old male *Stat3*^*fl/fl*^ and *Prx1*^*Cre*^*;Stat3*^*fl/fl*^ mice cultured in osteogenic medium for 7 days. The experiment was performed twice to similar results. **c** Representative views of 8-week-old male *Stat3*^*fl/fl*^ and *Prx1*^*Cre*^*;Stat3*^*fl/fl*^ mice. **d**, **e** Skeletal preparations from 2-week-old male *Stat3*^*fl/fl*^ and *Prx1*^*Cre*^*;Stat3*^*fl/fl*^ were double-stained with alcian blue and alizarin red S. Red circles represent bone fracture. **f** Safranin O stain of femurs to show bone fractures in 1-week-old *Prx1*^*Cre*^*;Stat3*^*fl/fl*^ mice. Black arrows indicate bony callus. **g** Statistical analysis of femur length from different ages of *Stat3*^*fl/fl*^ and *Prx1*^*Cre*^*;Stat3*^*fl/fl*^ mice. *n* = 6. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

### Ablation of *Stat3* in pre-osteoblasts impaired osteogenesis by inhibiting osteoblast differentiation

Throughout life, bone is continuously modeled and remodeled by the functions of osteoblasts and osteoclasts^38^. Bone deformity and decreased bone mass can be the result of decreased bone formation, increased bone resorption, or a combination of both effects. To understand how *Stat3* deletion caused the bone abnormity, we first analyzed femurs from 4-week-old mice for the presence of tartrate-resistant acid phosphatase (TRAP)-positive osteoclasts. Compared with *Osx*^*Cre*^ littermates, *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice displayed a decrease in the number of TRAP-positive osteoclasts, excluding the possibility that the bone loss in osteoblast-specific *Stat3*-deficient mice was induced by an increase in bone resorption (Fig. 4a). Next, we analyzed the bone formation ability in *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice using calcein-alizarin red S double labeling. We found that bone formation activity was lower in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice than the *Osx*^*Cre*^ mice (Fig. 4b). Consistent with the reduced ossification and bone formation rate, the in situ hybridization analysis showed that the expression of the osteoblast-specific marker genes collagen1α1 (*Col1α1*) and osteocalcin (*Ocn*) were reduced in osteoblasts in vivo from *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice (Fig. 4c). Consistent with this, the number of the mature osteopontin (OPN)-positive osteoblasts was reduced in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice (Fig. 4d). All these results suggested that the bone deformities and decreased bone mass of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice were resulted from decreased bone formation rather than increased bone resorption.

**Fig. 4:**
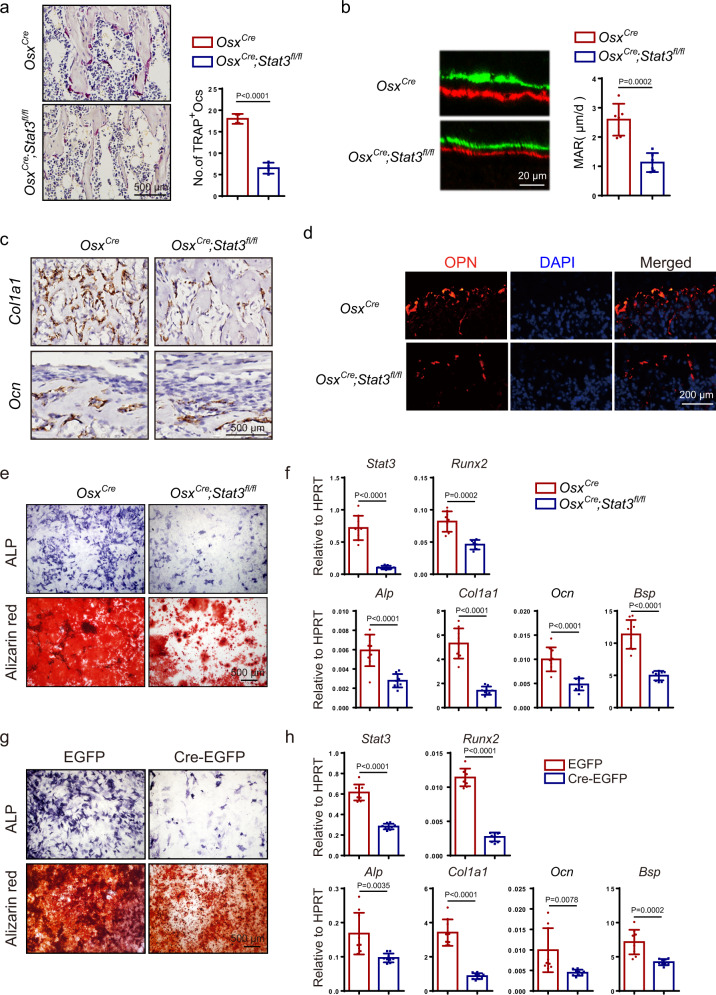
STAT3-driven osteoblast differentiation and bone formation. **a** TRAP staining of femurs from 4-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice and analysis of the number of TRAP^+^-multinucleated osteoclasts. *n* = 4. **b** Representative images of calcein-alizarin red S double labeling of femurs from 4-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice and quantitative parameters mineral apposition rate (MAR). *n* = 6. **c** In situ hybridization for *Col1α1* and *Ocn* in femurs from 1-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ littermates. **d** Immunofluorescence staining for OPN in distal femurs from 1-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice. **e** ALP staining and alizarin red S staining of BMSCs after culture in osteogenic medium for 7 days and 14 days separately. **f** The relative mRNA levels of *Stat3, Runx2, Alp, Col1α1, Ocn*, and *Bsp* in BMSCs after culture in osteogenic medium for 14 days. *n* = 9. **g** BMSCs from 4-week-old male *Stat3*^*fl/fl*^ mice were infected with adenovirus expressing EGFP or Cre-EGFP for 4 h then induced by osteogenic medium; ALP staining and alizarin red S staining of BMSCs after culture in osteogenic medium for 7 days and 14 days separately. **h** The relative mRNA levels of *Stat3, Runx2, Alp, Col1α1, Ocn*, and *Bsp* were quantified after 14 days of culture in osteogenic medium. *n* = 9. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

Osteoblasts are derived from BMSCs^38–40^. Hence, we wondered whether *Stat3* deficiency would affect the osteogenic potential of BMSCs. Primary BMSCs were isolated from the bone marrow of *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and control littermates. *Osx*^*Cre*^;*Stat3*^*fl/fl*^ BMSCs displayed impaired osteoblast differentiation ability as indicated by the markedly decreased alkaline phosphatase (ALP) activity and lower mineralization by alizarin red S staining (Fig. 4e). This was consistent with a decrease in the mRNA level of osteogenic genes, such as *Runx2, Alp, Col1a1, Ocn*, and *Bsp* (Fig. 4f). Since *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice had grossly deformed bones, to exclude the developmental differences, we infected *Stat3*^*fl/fl*^ primary BMSCs with adenovirus expressing either Cre-EGFP targeting *Stat3* or control EGFP. Consistent with BMSCs from *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice, the deletion of *Stat3* in BMSCs in vitro also resulted in decreased osteoblast differentiation, as indicated by decreased ALP activity and mineralization, as well as deregulated expression of osteogenic marker genes (Fig. 4g–h). Collectively, these results demonstrated that STAT3 was required for osteoblast differentiation in a cell-autonomous manner.

### STAT3 activity was required for osteogenic gene transcription

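Bulk RNA-seq was carried out on calvaria of newborn *Osx* Cre mice and of *Osx* Cre;*Stat3* fl/fl littermates, in which Cre recombinase driven by *Osx* deletes *Stat3* in cells of the osteoblast lineage, with 3 libraries per genotype. The authors' sample labels describe polyadenylated RNA, whereas the paper describes total RNA. The authors deposited the number of reads counted on each of 44556 genes, listed by symbol and without normalization. The counts on genes summed to 10366741, 9686843 and 12080044 in *Osx* Cre libraries 1, 2 and 3, and to 8193651, 8771037 and 8551840 in libraries 1, 2 and 3 labelled *Osx* Cre;*Stat3* fl/fl. Every library labelled *Osx* Cre;*Stat3* fl/fl was therefore smaller than every *Osx* Cre library, and the mean *Osx* Cre;*Stat3* fl/fl total was 0.794 of the mean *Osx* Cre total. From these counts, genes with low counts were removed with edgeR's filterByExpr, which left 15600 genes, and the libraries were scaled by edgeR's TMM method, with factors between 0.932 and 1.04. The genotypes were compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the 15600 genes. Among the choices run, the scaling moved the number of genes downregulated past 1.5-fold at an unadjusted p under 0.05 most, so counts of genes are also given without it. The 50 most counted genes held between 21.8% and 23.1% of the counts in the *Osx* Cre libraries and between 23.3% and 26.1% in the libraries labelled *Osx* Cre;*Stat3* fl/fl. The most counted were *COX1*, *H19*, *Col1a2*, *Col1a1* and *Acta1*, with 1448477, 1138301, 751493, 722349 and 716432 counts over the 6 libraries.

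*Stat3* itself, on chromosome 11 of mm9 from 100746412 to 100800854, had 150, 135 and 141 CPM (scaled by TMM) in the *Osx* Cre libraries and 153, 155 and 155 CPM in the libraries labelled *Osx* Cre;*Stat3* fl/fl. The log2 fold change was 0.12 (standard error 0.07, adjusted p = 0.442 from edgeR's quasi-likelihood test), so the count for the gene was not lower in the libraries labelled *Osx* Cre;*Stat3* fl/fl. The exact permutation test gave p = 0.1, two-sided, which is the smallest p that 3 libraries against 3 allow. Counts per exon were not analysed here, and the genotype of each library was taken from its label.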

To analyze the global effects of deleting *Stat3* on the gene expression in osteoblasts, we performed RNA-seq with total RNA extracted from the calvarias of newborn *Osx*^*Cre*^;*Stat3*^*fl/fl*^ and *Osx*^*Cre*^ littermates. Overall, 2459 genes were downregulated >1.5-fold in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ set compared with the corresponding control, and 231 genes were upregulated >1.5-fold in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ set compared with the control (Fig. 5a). 

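With TMM scaling, 339 genes were downregulated and 505 upregulated more than 1.5-fold with an unadjusted p under 0.05 in the libraries labelled *Osx* Cre;*Stat3* fl/fl compared with *Osx* Cre, out of 15600 tested. With an adjusted p under 0.05 from edgeR's quasi-likelihood test, 52 genes were downregulated and 102 upregulated more than 1.5-fold. By fold change alone, 579 genes were lower and 799 higher by more than 1.5-fold. Without the filter for low counts, fold change alone gave 4471 lower and 4876 higher genes out of 28016.

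When the counts were compared without any scaling for library size, 2546 genes were downregulated and 149 upregulated more than 1.5-fold with an unadjusted p under 0.05. When they were divided by the library totals alone, the numbers were 423 and 421. Downregulated genes thus made up 40.2% of these calls with TMM scaling, 50.1% with library totals and 94.5% without scaling. Across the 6 fits that each left out one library, between 309 and 390 genes were downregulated and between 431 and 641 upregulated at the unadjusted p.

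The libraries carry replicate numbers 1 to 3 in each genotype. Within genotypes, the deviations of same-numbered libraries had a mean correlation across genes of -0.235, so same-numbered libraries were not alike. With the replicate number as a block, 305 genes were downregulated and 463 upregulated at the unadjusted p, and 1 and 0 at the adjusted p. The 3 values of one genotype lay apart from the 3 of the other for 1905 genes that were lower and 1683 that were higher in the libraries labelled *Osx* Cre;*Stat3* fl/fl. That is 23% of the genes tested, where chance gives 10% for each gene. Genes are not independent, so the distance between 23% and 10% is no test of the genotype.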

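Among the genes downregulated more than 1.5-fold whose *Osx* Cre;*Stat3* fl/fl and *Osx* Cre values did not overlap, the smallest p-values belonged to *Myh4*, *Gm1821*, *C130046K22Rik*, *Fbp2* and *Fabp3*. *Myh4*, a myosin heavy chain gene on chromosome 11, had 436 ± 36.3 CPM (SD, n = 3) in *Osx* Cre and 35.7 ± 4.47 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl. Its log2 fold change was -3.61 (standard error 0.12, adjusted p = 3.87e-05 from edgeR's quasi-likelihood test). *Fbp2* fell from 129 ± 18 to 43.5 ± 2.57 CPM and *Fabp3* from 499 ± 57.4 to 198 ± 13.9 CPM, with log2 fold changes of -1.57 and -1.33. *Gm1821* had a log2 fold change of -1.76, from 62.9 ± 3.3 to 18.6 ± 2.6 CPM. *C130046K22Rik*, 2.8 Mb from *Stat3* on chromosome 11, had 53, 54 and 63 counts in the *Osx* Cre libraries and 1, 1 and 2 in the libraries labelled *Osx* Cre;*Stat3* fl/fl, at or under the floor of 3 counts, so it was at least 14.3-fold lower. Each of these 5 genes kept an adjusted p under 0.05 in all 6 fits that left out one library, while with the replicate number as a block this held for *Myh4* alone. *Gm1821* and other predicted genes can share reads with near-identical copies, and how the authors' counting treated such reads is not known here.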

Then, we performed a gene ontology (GO) analysis on the set of 1.5-fold significantly downregulated genes from the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ samples (Fig. 5b). 

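The osteogenic marker genes *Runx2*, *Alpl*, *Col1a1*, *Bglap* (*Ocn*), *Ibsp* (*Bsp*) and *Spp1* were set as a list before the data were examined, and 4 of the 6 were lower in the libraries labelled *Osx* Cre;*Stat3* fl/fl. Their median log2 fold change was -0.16, at percentile 3.3 of 10000 random lists matched on mean expression. The rotation test of the list (limma's fry, two-sided) gave an adjusted p = 0.164 over the 23 lists tested, and between 0.012, from limma's camera, and 0.492 over the alternatives. With the replicate number as a block it gave an adjusted p = 0.42.

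*Alpl* had 283 ± 37.5 CPM (SD, n = 3) in *Osx* Cre and 194 ± 5.05 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl, a log2 fold change of -0.54 (standard error 0.10, adjusted p = 0.0578 from edgeR's quasi-likelihood test). *Runx2* had a log2 fold change of -0.19 (adjusted p = 0.427) and *Col1a1* of -0.14 (adjusted p = 0.75). *Bglap* and *Spp1* had log2 fold changes of 0.17 (adjusted p = 0.793) and 0.10 (adjusted p = 0.87), which became -0.21 and -0.28 when the counts were not scaled for library size. The median change of all 15600 genes moved from 0 to -0.38 between those settings, and *Bglap* and *Spp1* lay above that median in both. *Bglap* belongs to a family of near-identical genes among which the counting could have split reads. For 5 tested genes of the Dlx family, the median log2 fold change was -0.58 and all 5 were lower (limma's fry, adjusted p = 0.356), without separation of the 3 libraries of one genotype from the other. Collagen genes had a median log2 fold change of 0.10 with TMM scaling and -0.27 without scaling, and 27 of the 42 tested were higher with TMM.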

The results showed that these genes were enriched for associations with ossification, osteoblast differentiation, and skeletal system development, which were consistent with the skeletal deformities in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice, such as delayed closure of the fontanelles and decreased bone density. 

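Of the 26 genes drawn in Fig. 5c, 25 had enough counts to be tested, and all 25 had a negative log2 fold change in the libraries labelled *Osx* Cre;*Stat3* fl/fl, between -1.03 and -0.20. The CPM of the libraries labelled *Osx* Cre;*Stat3* fl/fl lay entirely below those of the *Osx* Cre libraries for 16 of the 26. An unadjusted p under 0.05 was reached by 15 of the 25 and an adjusted p under 0.05 by 2 of them, or by 12 when the adjustment covered these 25 genes alone. Since the authors chose these genes from the same libraries, the adjustment over the list describes them and is no separate test. A change beyond 1.5-fold was found for *Sost*, *Col13a1*, *Ibsp* and *Atp6v1b1*, and 3 of these 4 had an unadjusted p under 0.05. *Sost*, with the largest change, had 6.22 ± 0.98 CPM (SD, n = 3) in *Osx* Cre and 3.03 ± 1.17 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl. It lies near *Stat3*, on chromosome 11 of mm9 from 101823772 to 101828329, so a variant linked to the floxed allele is not excluded for it. Without scaling for library size, 24 of the 25 were lower by more than 1.5-fold with an unadjusted p under 0.05.

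*Ibsp*, which encodes bone sialoprotein and lies on chromosome 5 of mm9, had 1003 ± 65.3 CPM (SD, n = 3) in *Osx* Cre and 633 ± 27.2 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl, a log2 fold change of -0.66 (standard error 0.09, adjusted p = 0.0213 from edgeR's quasi-likelihood test). *Col13a1* had 36.8 ± 4.31 and 21.7 ± 1.24 CPM, a log2 fold change of -0.76 (standard error 0.11, adjusted p = 0.0271 from the same test). With one library left out at a time, *Ibsp* kept an adjusted p under 0.05 in 2 of the 6 fits and *Col13a1* in 1. With the replicate number as a block, their adjusted p was 0.122 and 0.0981.

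The log2 fold change was -0.32 for *Sp7* (standard error 0.16, adjusted p = 0.361), -0.35 for *Fgf9* (standard error 0.23, adjusted p = 0.493), -0.29 for *Cbfb* (standard error 0.07, adjusted p = 0.108) and -0.33 for *Pth1r* (standard error 0.11, adjusted p = 0.176). *Cbfb* and *Pth1r* had lower CPM in every library labelled *Osx* Cre;*Stat3* fl/fl than in every *Osx* Cre library, while *Sp7* and *Fgf9* overlapped between genotypes. The adjusted p was 0.0807 for *Tcf7l2*, at a log2 fold change of -0.46. *Lep* had 9, 8 and 16 counts in the *Osx* Cre libraries and 1, 2 and 2 in the libraries labelled *Osx* Cre;*Stat3* fl/fl, which is at least 2.72-fold lower, and was too low to enter the test.

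**Figure D1:**
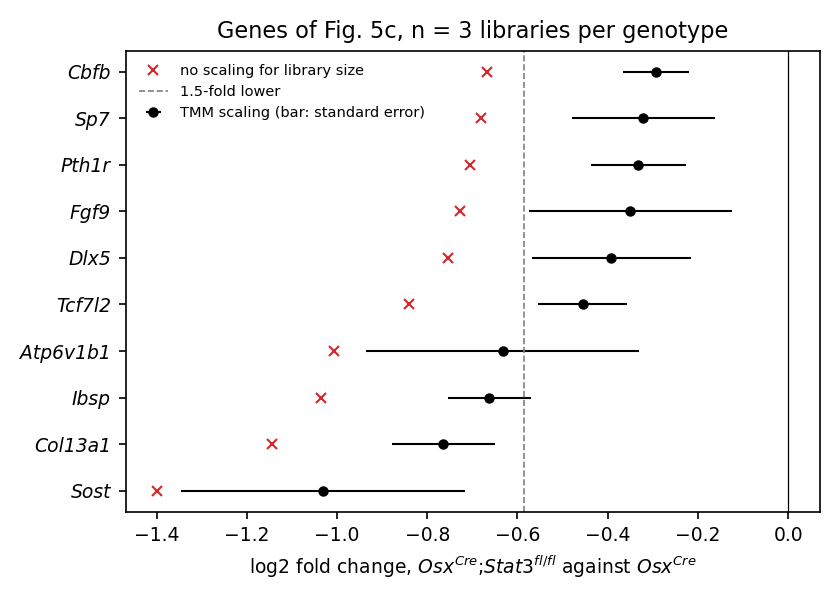
Log2 fold changes of *Sost*, *Col13a1*, *Ibsp*, *Atp6v1b1*, *Tcf7l2*, *Dlx5*, *Fgf9*, *Pth1r*, *Sp7* and *Cbfb* in libraries labelled *Osx* Cre;*Stat3* fl/fl against *Osx* Cre libraries, n = 3 libraries per genotype. Points with bars (standard error) show the values with TMM scaling, from -1.03 to -0.29, crosses show the values without scaling, and the dashed line marks a 1.5-fold decrease, which 4 genes pass with TMM scaling.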

A heatmap further revealed that osteoblast-related gene expression, such as *Dlx5, Sp7, Fgf9, Cbfb, Ibsp*, and *Pth1r* was downregulated (Fig. 5c).

**Fig. 5:**
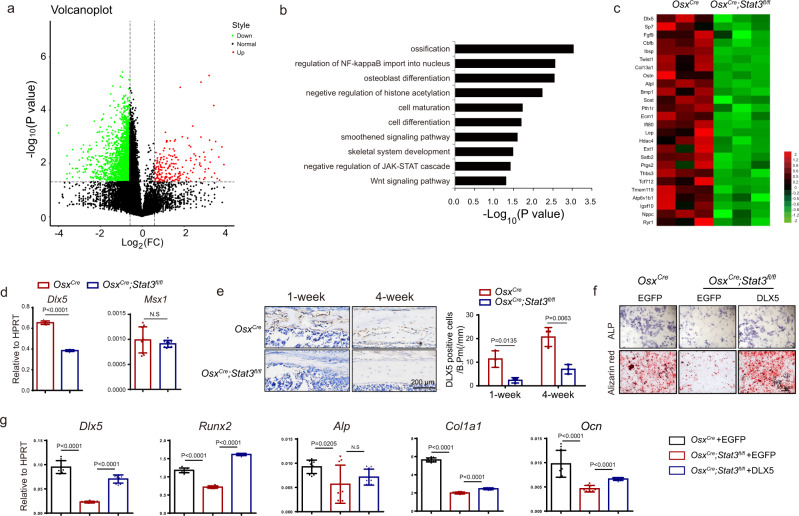
STAT3 regulated the gene network of osteoblast differentiation. **a** Total RNA was isolated from calvaria bone of male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ newborns, followed by RNA sequencing analysis. Kolmogorov–Smirnov (K–S) test was used for testing the correlation between the *Osx*^*Cre*^ set and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ set. Volcano plot displays global gene expression in the *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ sets. Two-sided test. Green represents downregulated genes, red represents upregulated genes. **b** Gene ontology (GO) enrichment analysis of downregulated genes (>1.5-fold) in the *Osx*^*Cre*^*;Stat3*^*fl/fl*^ set. **c** Heatmap analysis of osteoblast-related genes in the *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ sets. **d** The relative mRNA levels of *Dlx5* and *Msx1* from the calvaria of *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ newborns were quantified by qPCR. *n* = 9 **e** Immunohistochemistry for DLX5 in femurs from 1-week-old and 4-week-old *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ littermates. DLX5-positive cells were counted. *n* = 3. **f** BMSCs from 4-week-old male *Osx*^*Cre*^ and *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice were infected with lentivirus expressing EGFP or DLX5 for 24 h then induced by osteogenic medium; ALP staining and alizarin red S staining of BMSCs after culture in osteogenic medium for 7 days and 14 days separately. **g** The relative mRNA levels of *Dlx5, Runx2, Alp, Col1α1,* and *Ocn* were quantified after 14 days of culture in osteogenic medium. *n* = 9. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

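The sex-linked genes of each library were read from the same counts. *Xist*, which is transcribed from the inactive X chromosome, had 11131, 9955 and 12392 counts in the *Osx* Cre libraries and 7333, 8054 and 8688 in the libraries labelled *Osx* Cre;*Stat3* fl/fl, or between 895 and 1074 CPM by library total. The Y-linked genes *Ddx3y* and *Kdm5d* had 0 counts in all 6 libraries. *Eif2s3y* and *Uty* each had 1 count, both in *Osx* Cre;*Stat3* fl/fl library 2, and 0 in the other libraries. The smallest value the depth can show, 3 counts, corresponded to between 0.248 and 0.366 CPM.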

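The log2 fold changes of the 15600 genes tested had a median of 0 with TMM scaling, and 50.7% of the genes were lower in the libraries labelled *Osx* Cre;*Stat3* fl/fl. When the counts were scaled by library totals alone, 59.1% were lower, with a median log2 fold change of -0.05. When the counts were left unscaled, 89.4% were lower and the median was -0.38. The common biological coefficient of variation between libraries of one genotype was 0.167. At an unadjusted p under 0.05 without a limit on the fold change, 1301 genes were lower and 1252 higher with TMM scaling, and 7619 were lower and 186 higher without scaling.

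The smallest p-values among genes upregulated more than 1.5-fold without overlap between genotypes belonged to *Gm5182*, *AA465934*, *Iigp1*, *Serpina3n* and *Tgtp1*. *Iigp1*, an interferon-inducible GTPase gene on chromosome 18, had 6.12 ± 2.19 CPM (SD, n = 3) in *Osx* Cre and 43.2 ± 3.43 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl, a log2 fold change of 2.81 (standard error 0.22, adjusted p = 0.00363 from edgeR's quasi-likelihood test). *Serpina3n* had 3.13 ± 0.557 and 22.5 ± 5.29 CPM, a log2 fold change of 2.84 (standard error 0.23, adjusted p = 0.00363 from the same test). *Tgtp1* and *Serpina3n* have close paralogs with which the counting could have shared reads.

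**Figure D2:**
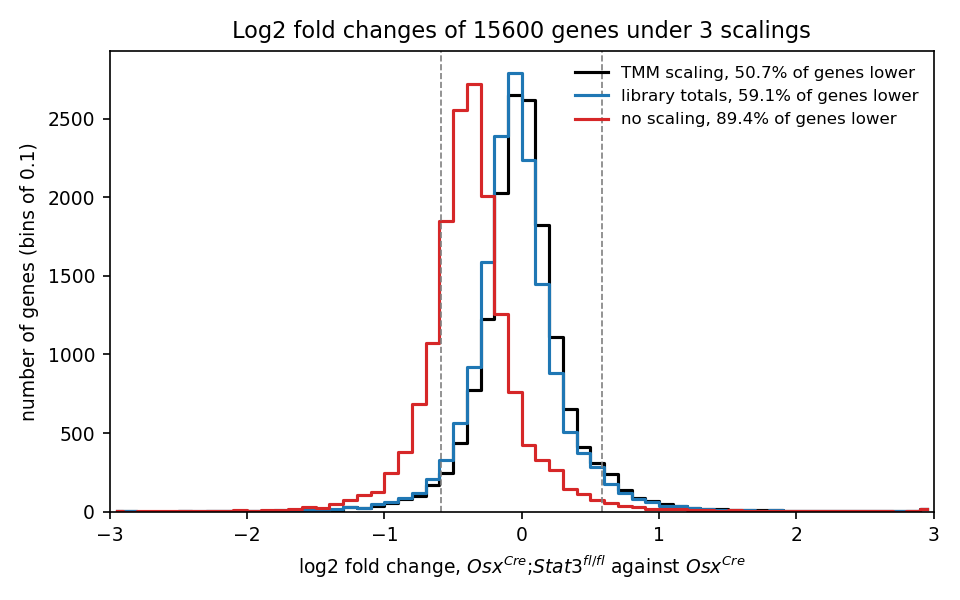
Number of genes by log2 fold change, *Osx* Cre;*Stat3* fl/fl against *Osx* Cre, in bins of 0.1, for 15600 genes and 3 scalings of the same counts, with values beyond 3 placed in the outer bins. Dashed lines mark 1.5-fold changes. The share of genes lower was 50.7% with TMM scaling, 59.1% with library totals and 89.4% without scaling.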

Osteoblast differentiation is achieved by activating a transcriptional network in which *Dlx5, Runx2*, and *Sp7* have essential roles^41^. Among them, *Dlx5*^*−/−*^ mice present with craniofacial abnormalities, delayed ossification of the roof of the skull, and abnormal osteogenesis^42^, which was similar to the craniofacial deformities of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice. Hence, we firstly confirmed *Dlx5* downregulation expression in the calvaria from *Osx*^*Cre*^;*Stat3*^*fl/fl*^ and *Osx*^*Cre*^ newborns by real-time PCR (Fig. 5d), which was consisted with the results in the *Stat3* deleted BMSCs in vitro (Supplementary Fig. 2a). Then we performed immunohistochemistry for *Dlx5* in the distal femurs from 1- and 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice. As shown in Fig. 5E, DLX5-positive osteoblasts were decreased in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice compared with that in the control group. To further verify whether decreased DLX5 expression contributed to the impaired osteoblast differentiation and ossification caused by STAT3 deficiency, we isolated BMSCs from *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and control littermates. Then, DLX5 was overexpressed in *Osx*^*Cre*^;*Stat3*^*fl/fl*^ BMSCs using lentivirus (Lv-DLX5) (Fig. 5g). As shown in Fig. 5f, the impaired osteoblast differentiation and ossification of the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ BMSCs were partially restored by DLX5 overexpression, as determined by the increased ALP activity and calcified nodules. This was consistent with the increased expression of the osteoblast marker genes, such as *Runx2, Alp, Col1a1*, and *Ocn* (Fig. 5g). All these results implied that STAT3 participated in osteoblast differentiation and ossification by controlling DLX5 expression.

Next, we investigated the mechanisms by which STAT3 regulates DLX5 expression. We first analyzed the promoter of *Dlx5* and found two potential STAT3 binding sites (Fig. 6a), which suggested that STAT3 might directly regulate the transcription of *Dlx5*. Our data conformed that STAT3 was bound to the promoter of *Dlx5* when the antibody against STAT3 was utilized for immunoprecipitation comparing with control IgG (Fig. 6b), advising that STAT3 bound directly to *Dlx5* promoter. Then, we cloned the promoter of *Dlx5* into the PGL3-basic vector to drive the expression of the luciferase reporter. We transfected a vector of STAT3, a constitutively-active STAT3 (STAT3-C, a gift from Dr. Feng^43^), and a dominant-negative STAT3 mutation (STAT3-DN, from Dr. Feng^43^) separately with *Dlx5* promoter-driven luciferase reporter. As illustrated in Fig. 6c, both STAT3 and the constitutively-active STAT3 could promote the activity of the *Dlx5* promoter. However, the dominant-negative mutation of STAT3 barely affected the activity of the *Dlx5* promoter, indicating that STAT3 activity is critical to promote the transcription of *Dlx5*. Furthermore, we constructed a mutant *Dlx5* promoter in which the two predicted STAT3 binding sites were deleted in the PGL3-basic vector (DLX5-mu). As shown in Fig. 6d, mutations in the STAT3 binding sites abrogated the activity of STAT3 on the *Dlx5* promoter activity, indicating that the two STAT3 binding sites on the *Dlx5* promoter were essential for its transcription. All these results demonstrated that STAT3 drove *Dlx5* transcription by directly regulating its promoter activity.

**Fig. 6:**
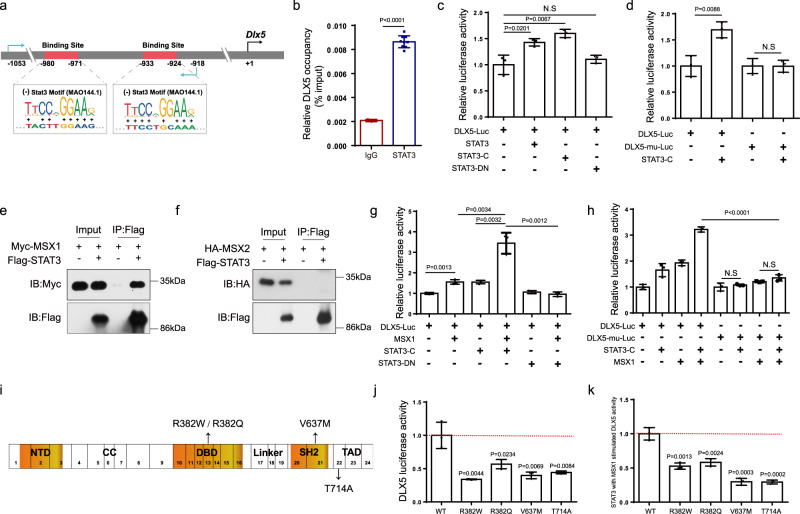
STAT3 regulated *Dlx5* transcription by promoting the activity of its promoter. **a** Illustration of predicted STAT3 binding sites on the *Dlx5* promoter. **b** ChIP assay for occupation of STAT3 on the promoter of *Dlx5* in the C3H10 cell line. IgG *n* = 3, STAT3 *n* = 9. **c** Effect of STAT3, constitutively-active STAT3 (STAT3-C) and dominant-negative mutation of STAT3 (STAT3-DN) on *Dlx5* promoter activity. *Dlx5* promoter-driven luciferase reporter was co-transfected with STAT3, STAT3-C, and STAT3-DN expressing plasmid separately in the 293T cell line. After 48 h, the luciferase activity was performed in cell extract supernatants. *n* = 3. **d** Effects of potential STAT3 binding site mutations on the activity of *Dlx5*. STAT3 was co-transfected with the luciferase reporter driven by the *Dlx5* promoter (DLX5-Luc) or mutant *Dlx5* promoter (*Dlx5* promoter with deletion of the two predicted STAT3 binding sites, DLX5-mu-Luc) separately in the 293T cell line, followed by luciferase activity analysis. *n* = 3. **e** Co-IP analysis of STAT3 and MSX1. Myc-MSX1 expressing plasmid was co-transfected with or without Flag-STAT3 in the 293T cell line. After 48 h, the whole-cell lysate was used for immunoprecipitation and then immunoblotted with the indicated antibodies. **f** Co-IP of STAT3 with MSX2. The Co-IP was repeated twice to similar results. **g** Effect of STAT3 activity on the synergistic promotion of STAT3 and MSX1 on *Dlx5* promoter activity. MSX1 and DLX5-Luc were co-transfected with STAT-C or STAT3-DN into the 293T cell line followed by luciferase activity analysis. *n* = 3. **h** Effect of STAT3 binding sites on the synergistic promotion of STAT3 and MSX1 on the *Dlx5* promoter activity. STAT3-C and MSX1 were co-transfected with the luciferase reporter driven by the *Dlx5* promoter or mutant *Dlx*5 promoter into the 293T cell line, followed by luciferase activity analysis. *n* = 3. **i** Four mutants (R382W, R382Q, V637M, and T714A) were shown on the STAT3 domains. **j** Effect of STAT3 wild type (WT) and four mutants (R382W, R382Q, V637M, and T714A) on *Dlx5* promoter activity. *n* = 3. **k** Effect of various STAT3 mutants activity on the synergistic promotion of STAT3 and MSX1 on *Dlx5* promoter activity. *n* = 3. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

Craniofacial development depends on the regulation of specific transcription networks, which include the mammalian *Msx* homeobox genes (*Msx1* and *Msx2*) and distal-less (*Dlx*) gene family^44^. Previous studies have shown that *Msx1* and *Dlx5* function synergistically to regulate craniofacial development and that *Msx* is crucial for *Dlx5* transcription through binding to its promoter^45^. However, whether STAT3 participates in the functional complex between *Msx* and *Dlx5* has remained unknown. We transfected 293T cells with Myc-MSX1 and HA-MSX2 plasmids separately and with Flag-STAT3 and performed a co-immunoprecipitation (Co-IP) assay, which revealed that STAT3 physically associated with MSX1 (Fig. 6e) but not MSX2 (Fig. 6f). The transcription of *Msx1* was unchanged due to *Stat3* deletion in vivo (Fig. 5d) and in vitro (Supplementary Fig. 2a). Next, we co-transfected STAT3-C and STAT3-DN vectors separately with MSX1 vectors into 293T cells and examined their effect on the *Dlx5* reporter activity. We found that MSX1 increased the *Dlx5* promoter activity, and that STAT3-C, but not STAT3-DN, could further promote MSX1-driven *Dlx5* promoter activity (Fig. 6g). Furthermore, mutations in the STAT3 binding sites blocked the synergistic effects of STAT3 and MSX1 on the *Dlx5* promoter activity (Fig. 6h). These data inferred that STAT3 cooperated with MSX1 to drive *Dlx5* transcription and that this was dependent on the STAT3 activity.

Former study has reported that most of the HIES mutations were located in the DBD (42%) and SH2 domain (40%), of which the most frequent mutations are R382Q/W of exon 13 and V637M of exon 21, respectively^46^. In healthy individuals, alternative splicing of exon 23 leads to two major STAT3 isoforms: STAT3 alpha and STAT3 beta. The splice site mutation on exon 22 such as T714A may cause frame shift, which could possibly affect tyrosine and serine phosporylation sites of STAT3 alpha^7^. To analyze if these STAT3 mutations in AD-HIES patients could affect *Dlx5* promoter activity, we synthesized STAT3 WT (NM_001369512.1), R382W, R382Q, V637M, T714A mutation plasmids and tested their effect on the transcriptional activity of *Dlx5* promoter. As demonstrated in Fig. 6j, the *Dlx5* promoter activity in STAT3 mutation groups decremented comparing with WT group. Although STAT3 WT combined with MSX1 could synergistically promote *Dlx5* promoter activity, however, this synergistic effect with MSX1 was observed in STAT3 mutant group (Fig. 6k). These data implied that mutants found in AD-HIES patients may affect *Dlx5* transcription.

### Inducible osteoblastic deletion of *Stat3* impaired bone remodeling and reduced bone mass in adult mice

In the above experiments using the *Prx1*^*Cre*^ and *Osx*^*Cre*^ mice, we revealed the role of STAT3 in osteoblast and bone development. We then wondered whether STAT3 played a role in bone remodeling and bone metabolism in adult mice. We used tamoxifen-inducible osteoblast lineage cells expressing Cre (*Col1*^*Cre ERT2*^) to induce deletion of *Stat3* in 5-week-old mice for 7 days (Fig. 7a, b). To determine the in vivo effects of *Stat3* deletion in this system, we preformed micro-CT analysis on the femurs from *Col1*^*Cre ERT2*^;*Stat3*^*fl/fl*^ mice and the corresponding control *Stat3*^*fl/fl*^ mice. We found that the trabecular bone in the *Col1*^*Cre ERT2*^;*Stat3*^*fl/fl*^ mice had dramatic osteoporosis compared to the *Stat3*^*fl/fl*^ mice, as indicated by decreased BV/TV, Tb.Th., Tb.N., and increased Tb.Sp. (Fig. 7c–g). Meanwhile, Ct.Th. was also decreased in the *Col1*^*Cre ERT2*^;*Stat3*^*fl/fl*^ mice (Fig. 7c, h). Consistent with our previous findings in the *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice, bone formation in the *Col1*^*Cre ERT2*^;*Stat3*^*fl/fl*^ mice was decreased compared with *Stat3*^*fl/fl*^ mice (Fig. 7i), which was accompanied with decreased bone resorption (Supplementary Fig. 3a). The data illustrated that STAT3 was critical for modulating bone development and maintaining bone homeostasis, and the STAT3 activity may function as a target to regulate bone metabolism.

**Fig. 7:**
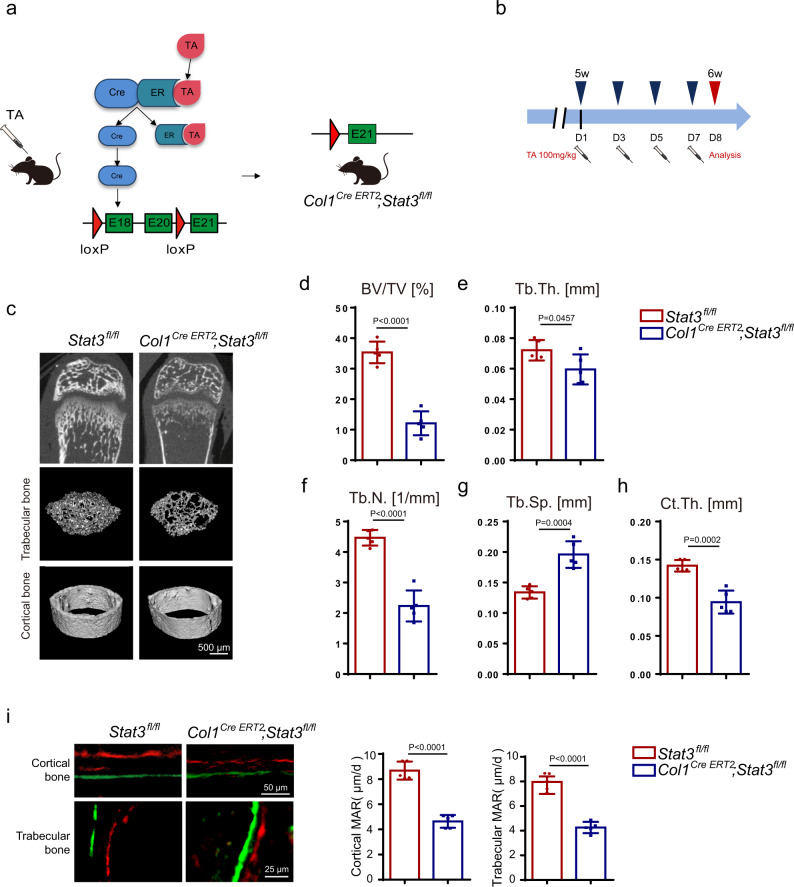
Inducible osteoblastic deletion of *Stat3* impaired bone formation and reduced bone mass in adult mice. **a** Illustration of inducible *Stat3* deletion in *Col1a1*-expressing osteoblast lineage cells (specifically, the mouse icon is bought from https://www.shutterstock.com). When *Col1*^*Cre ERT2*^*;Stat3*^*fl/fl*^ mice were injected with tamoxifen, Cre translocated to the nucleus and exon 18 to 20 domain were deleted (TA: tamoxifen). **b** Scheme of the experiment: 5-week-old male *Stat3*^*fl/fl*^ and *Col1*^*Cre ERT2*^*;Stat3*^*fl/fl*^ mice were injected with tamoxifen (100 mg/kg) for 7 days and euthanized for analysis. **c** Micro-CT images of the distal femurs from 6-week-old *Stat3*^*fl/fl*^ and *Col1*^*Cre ERT2*^*;Stat3*^*fl/fl*^ mice. **d**–**h** Quantitative parameters of micro-CT, including BV/TV, Tb.Th., Tb.N., Tb.Sp., and Ct.Th. *n* = 5. **i** Images of calcein-alizarin red S double labeling of femurs from 6-week-old *Stat3*^*fl/fl*^ and *Col1*^*Cre ERT2*^*;Stat3*^*fl/fl*^ mice and quantitative parameters of MAR. *n* = 5. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

### STAT3 may act as a suitable pharmacological target to regulate bone homeostasis

STAT3 has been considered as a potential target in a series of diseases, including cancer and immune disorders; therefore, we wondered whether STAT3 could be a suitable pharmacological target to regulate bone metabolism and bone homeostasis.

The classical JAK2–STAT3 inhibitor, AG490, has been reported to inhibit the phosphorylation and activity of STAT3. First, we confirmed that AG490 could inhibit STAT3 activity in BMSCs, which was indicated by decreased phosphorylation levels of STAT3 at concentrations of 50 μM (Fig. 8b). Next, we found that the osteoblast differentiation of BMSCs compared with the control group could be impaired by AG490, as indicated by remarkably decreased ALP activity and matrix mineralization (Fig. 8a). In addition, the mRNA levels of osteogenic genes such as *Runx2, Dlx5, Col1a1, Ocn*, and *Bsp* were reduced in the AG490 treated groups (Fig. 8c). To further explore the in vivo effects of the pharmacological inhibition of STAT3 activity, we performed intraperitoneal injection of AG490 at a concentration of 5 mg/kg every day in 4-week-old mice for 5 weeks. With micro-CT analysis, we found that trabecular bone was reduced in the AG490 group compared with the control group, indicated by decreased BV/TV and Tb.Th. (Fig. 8d–h), although Ct.Th. was comparable (Fig. 8i, n). Similar to the gene deletion model, AG490 reduced the bone formation (Fig. 8j) and bone resorption in mice (Supplementary Fig. 3b).

**Fig. 8:**
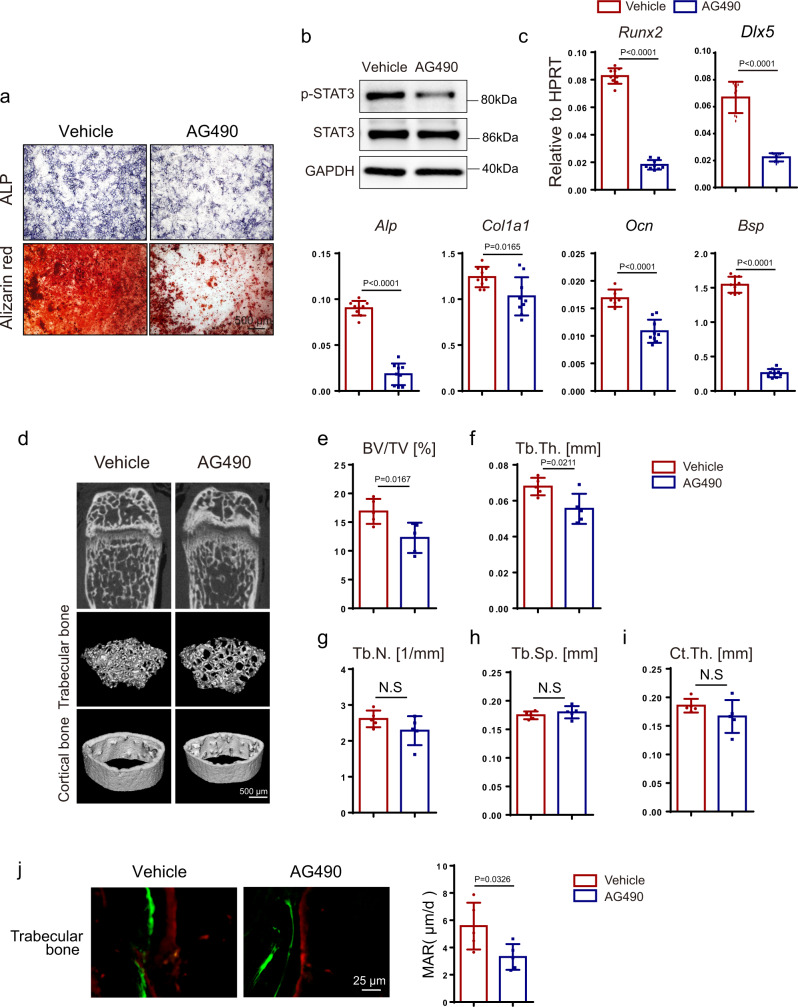
Pharmacological inhibition of STAT3 activity inhibited osteoblast differentiation and induced bone loss by impairing osteogenesis. **a** ALP staining and alizarin red S staining of BMSCs after culture in osteogenic medium with or without AG490 for 7 and 14 days separately. **b** Expression of p-STAT3 and STAT3 in BMSCs with or without AG490 for 12 h analyzed by western blotting. The experiment was performed twice to similar results. **c** The relative mRNA levels of *Runx2, Dlx5, Alp, Col1α1, Ocn*, and *Bsp* in BMSCs with or without AG490 for 14 days were quantified by qPCR. *n* = 9. **d** Micro-CT images of distal femurs from 9-week-old vehicle and AG490-injected mice. Four-week-old male mice were injected with or without 5 mg/kg AG490 daily for 5 weeks. **e**–**i** Quantitative parameters of micro-CT, including BV/TV, Tb.Th., Tb.N., Tb.Sp., and Ct.Th. *n* = 5. **j** Images of calcein-alizarin red S double labeling of femurs from 9-week-old mice with or without AG490 and quantitative parameters of MAR. *n* = 5. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

AD-HIES was caused by heterozygous, and loss-of-function mutation of STAT3, which could induce residual activity and the non-transcriptional functions of STAT3 in the AD-HIES patients^46^. Hence, the heterozygous conditional *Stat3* deletion mice (*Osx*^*Cre*^;*Stat3*^*fl/+*^) may be suitable to functionally mimic the status of *Stat3* mutation in AD-HIES patients and to carry out pharmacological study. We analyzed the skeletal phenotype of the *Stat3* heterozygous mice. The decreased expression of STAT3 in BMSCs from *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice was confirmed by western blotting (Supplementary Fig. 4a). As shown in Supplementary Fig. 4b, heterozygous mice did not show obvious dwarf phenotype. While alcian blue and alizarin red S staining displayed defects of the cranial bones and hypoplasia of the clavicle in the *Osx*^*Cre*^;*Stat3*^*fl/+*^ newborns (Supplementary Fig. 4c–e). Four-week-old *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice exhibited osteoporosis phenotype, which were indicated by reduced BV/TV, Tb.Th., Tb.N., and Ct.Th., as well as increased Tb.Sp. comparing with the control *Osx*^*Cre*^ littermates (Supplementary Fig. 4f–g). Similar to *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice, the bone formation (Supplementary Fig. 4i) and bone resorption (Supplementary Fig. 4h) decreased in the STAT3 heterozygous mice also. Hence, we raised the question whether pharmacological activation of STAT3 activity by colivelin (MCE, HY-P1061A) could be applied for therapy regarding skeletal deformities in the STAT3 heterozygous mice^47^. Firstly, we isolated BMSCs from 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice and littermate *Osx*^*Cre*^, which were treated with colivelin at concentrations of 1 nM to induce osteogenic differentiation. Western blotting analysis confirmed the increased the phosphorylation level of STAT3 in both colivelin groups in comparison with corresponding control group (Fig. 9b). Colivelin could promote osteoblast differentiation of BMSCs from *Osx*^*Cre*^ as well as rescued the impaired osteoblast differentiation ability of *Osx*^*Cre*^;*Stat3*^*fl/+*^ BMSCs, which was indicated by ALP activity and alizarin red S staining (Fig. 9a). This was consistent with the mRNA level of osteogenic genes, such as *Dlx5*, *Runx2, Alp, Col1a1*, and *Bsp* (Fig. 9c). Next, we treated 1-week-old *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice with colivelin by intraperitoneal administration every other day for 3 weeks. As shown in Fig. 9d, e, the trabecular bone mass decreased of *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice was partially rescued, indicated by increased BV/TV, Tb.Th., Tb.N., and decreased Tb.Sp., while Ct.th. was comparable. Furthermore, calcein-alizarin red S double labeling assay informed that colivelin promoted trabecular bone formation in *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice (Fig. 9f). Colivelin exhibited limited influence on bone resorption, which was demonstrated by comparable numbers of TRAP^+^ osteoclasts (Supplementary Fig. 5a). All the data suggested that colivelin could promote osteoblast differentiation and partially rescued bone loss in heterozygous conditional *Stat3* deletion mice.

**Fig. 9:**
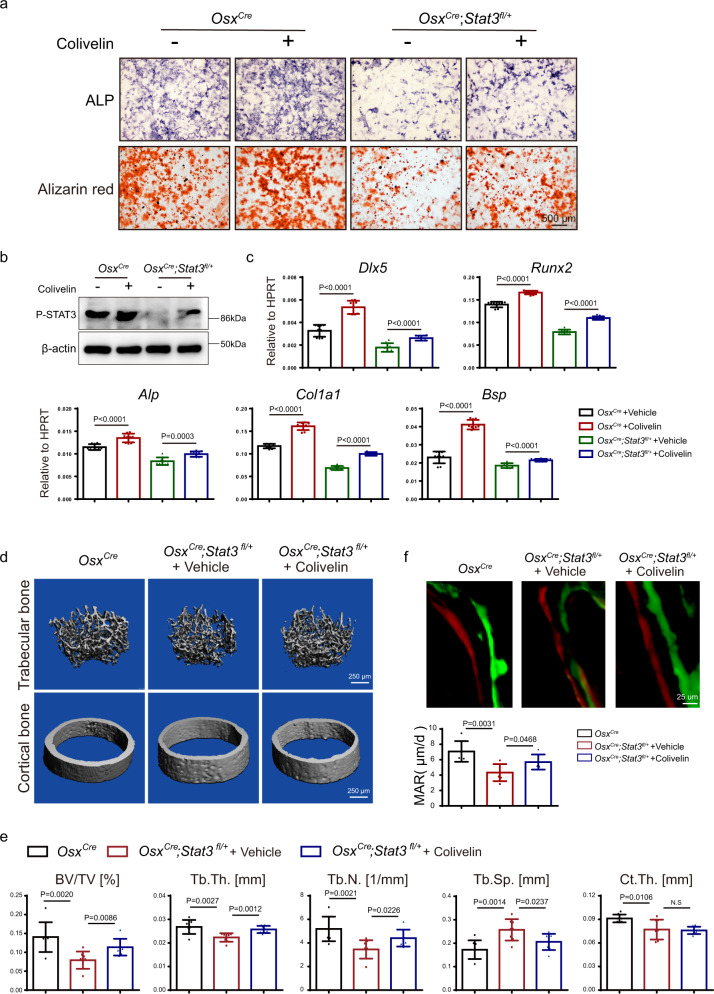
Administration of colivelin promoted osteoblast differentiation and partially rescued bone loss in heterozygous pre-osteoblast-specific *Stat3* deletion mice. **a** ALP and alizarin red S staining of BMSCs from *Osx*^*Cre*^, *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice after culture in osteogenic medium with or without colivelin for 7 and 14 days separately. **b** Expression of p-STAT3 in BMSCs from *Osx*^*Cre*^, *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice treated with or without colivelin for 12 h analyzed by western blotting. The experiment was performed twice to similar results. **c** The relative mRNA levels of *Dlx5*, *Runx2, Alp, Col1α1*, and *Bsp* in BMSCs with or without Colivelin for 14 days were quantified by qPCR. *n* = 9. **d** Micro-CT images of distal femurs from 4-week-old male *Osx*^*Cre*^, *Osx*^*Cre*^;*Stat3*^*fl/+*^+Vehicle, and *Osx*^*Cre*^;*Stat3*^*fl/+*^+ Colivelin group mice. One-week-old male *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice were used to treat with or without 1.5 mg/kg colivelin every day for 3 weeks. **e** Quantitative parameters of micro-CT, including BV/TV, Tb.Th., Tb.N., Tb.Sp., and Ct.Th. *n* = 8. **f** Images of calcein-alizarin red S double labeling of femurs from 4-week-old male *Osx*^*Cre*^, *Osx*^*Cre*^;*Stat3*^*fl/+*^+Vehicle and *Osx*^*Cre*^;*Stat3*^*fl/+*^+ Colivelin group mice and quantitative parameters of MAR. *n* = 6. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

Furthermore, we performed a tail suspension model (TS) to mimic bone loss due to microgravity or disuse^48–50^. This was done in both the presence and absence of colivelin to analyze the effects of colivelin on bone metabolism in vivo. Using micro-CT analysis, we found that tail suspension induced bone loss in the femur as indicated by reduced BV/TV, Tb.N., and Ct.Th. and increased Tb.Sp. (Fig. 10a–f). Bone loss due to tail suspension was partially rescued by colivelin as indicated by increased BV/TV and Tb.N. in the colivelin group (Fig. 10a–f). Further analysis using calcein-alizarin red S double labeling indicated that colivelin promoted bone formation in the tail suspension mice (Fig. 10g), but without any influence on bone resorption as indicated by comparable numbers of TRAP^+^ osteoclasts (Supplementary Fig. 5b).

**Fig. 10:**
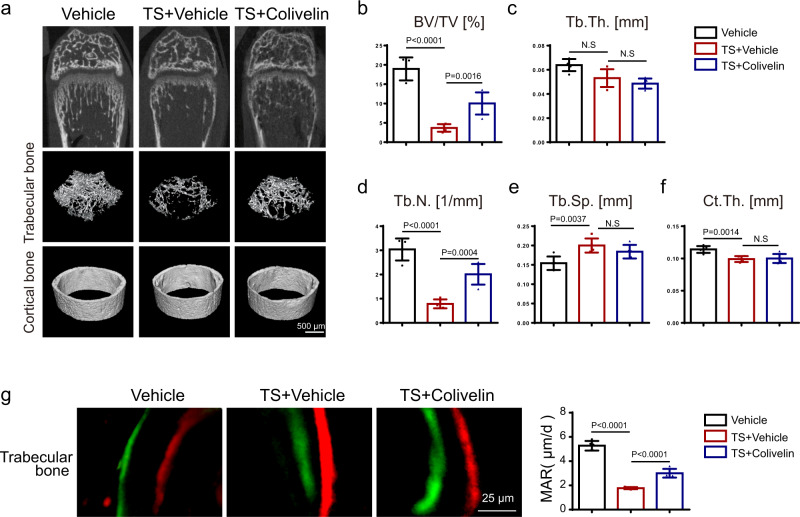
Pharmacological activation of STAT3 activity promoted osteoblast differentiation and partially prevented bone mass loss induced by tail suspension by promoting osteogenesis. **a** Micro-CT images of distal femurs from 5-week-old Vehicle, TS + Vehicle, and TS + Colivelin group mice. Four-week-old male mice were used to perform the tail suspension model with or without 1 mg/kg colivelin every day for 1 week. **b**–**f** Quantitative parameters of micro-CT, including BV/TV, Tb.Th., Tb.N., Tb.Sp., and Ct.Th. *n* = 5. **g** Images of calcein-alizarin red S double labeling of femurs from 5-week-old Vehicle, TS + Vehicle, and TS + Colivelin group mice and quantitative parameters of MAR. *n* = 5. Two-tailed Student’s *t* test. Data represent the mean ± s.d. Source data are provided in the Source data file.

All these data validated that pharmacological regulation of STAT3 activity could regulate osteoblast differentiation in vitro and modulate bone metabolism in vivo, suggesting that STAT3 may act as a suitable pharmacological target for treatment of AD-HIES-related skeletal defects and other bone disorders by regulating osteogenesis.

## Discussion

Skeletal deformities are typical clinical manifestations of AD-HIES, which are caused mainly by heterozygous, dominant mutations of STAT3^51^. However, the underlying mechanisms remain obscure, which limits the treatment of the AD-HIES-related bone disorders^52,53^. In the present study, we revealed that inactivation of STAT3 in osteoblast lineage cells, but not osteoclasts, induced a series of remarkable bone developmental dysplasia, including dwarfism with short limbs, craniofacial malformations, osteoporosis, and bone fragility, which were similar to the bone defects in AD-HIES. More importantly, these skeletal deformities due to STAT3 deletion in osteoblasts resulted from impaired bone remodeling that was characterized by reduced bone formation. This observation indicated that promoting bone formation, but not inhibiting bone resorption, may be used to treat AD-HIES-related bone disorders such as osteoporosis and recurrent minimal trauma fractures.

Although a series of gene mutations are related to AD-HIES, such as DOCK8, IL-6R, IL6ST, CARD11, gp130, PGM3, ZNF241^5,10–13,54^, AD-HIES is mainly caused by the heterozygous, dominant mutations of STAT3^2^. There were more than 140 *STAT3* gene mutations reported in AD-HIES patients^7,17^. Furthermore, Flanagan et al. revealed that all STAT3 mutations that caused AD-HIES were loss-of-function^55^. We examined the activity of Stat3 gene mutations which were common in AD-HIES patients (R382W, R382Q, V637M, T714A)^7^ and found that these mutations lead to STAT3 loss of function, functionally similar to the effect we observed with *Stat3* knockout model. To further mimic the residual activity induced by the heterozygous, dominant-negative mutation of STAT3 in AD-HIES patients, we analyzed the skeletal phenotype of heterozygous conditional *Stat3* knockout mice. Indeed, as demonstrated in Supplementary Fig. 4, the *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice did not show obvious dwarf phenotype which was the main phenotypic difference between AD-HIES patients and the conditional *Stat3* knockout mice, but exhibited AD-HIES-like skeletal defects, including craniofacial malformation and osteoporosis. These results indicate that *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice were useful for mimicking the skeletal deformity of AD-HIES patients as well as investigating the pharmacological treatment potential of STAT3 activation by colivelin (Fig. 9).

Although early reports suggested an increased bone resorption activity in the AD-HIES patients^27–29^, clinical treatment of patients with bisphosphonates to inhibit osteoclast activity and bone resorption failed to effectively reduce the incidence of pathological fractures in patients in spite of its effect of increased bone mineral density^31,32^. More importantly, in these studies, there were no data examining the correlation between the osteoclast activity change due to STAT3 inactivation and the typical AD-HIES skeletal deformity, such as craniofacial malformation and spontaneous bone fracture. Herein, on one hand, *Stat3* knockout in the mature osteoclast by *Ctsk*^*Cre*^ displayed increased bone mass^34^ rather than any typical AD-HIES skeletal deformities. On the other hand, deletion of *Stat3* either in BMSCs or pre-osteoblasts induced exhibited a series of AD-HIES-like skeletal defects, such as craniofacial malformations, osteoporosis, and bone fragility through impaired osteogenesis as well as reduced osteoblast differentiation. Hence, inactivation of STAT3 in osteoblasts, but not in osteoclasts, induced AD-HIES-related bone deformities.

The head is anatomically the most sophisticated. Craniofacial development depends on the regulation of specific transcription networks and signaling pathways^56^. Transcription factor *Dlx5* plays a critical role in regulating the patterning of craniofacial structures^57,58^. Loss of *Dlx5* resulted in defects in the craniofacial structures. Computed tomography scans showed parietal foramina in the *Osx*^*Cre*^*;Stat3*^*fl/fl*^ mice and morphological deformities including a circular shape and craniosynostosis that were similar to the phenotype of the *Msx1* and *Dlx5* deletion mice. Importantly, RNA-seq revealed that *Dlx5* was significantly downregulated and that overexpression of DLX5 could partially rescue the impaired osteoblast differentiation of the *Stat3*-deficient BMSCs. 

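In the RNA-seq counts, *Dlx5*, on chromosome 6 of mm9 from 6827805 to 6832085, had 192, 227 and 182 counts in the *Osx* Cre libraries and 100, 123 and 133 in the libraries labelled *Osx* Cre;*Stat3* fl/fl. Scaled by TMM, these were 18.3, 22.5 and 15.3 CPM against 12, 15.1 and 15.6 CPM, or 18.7 ± 3.63 (SD, n = 3) and 14.2 ± 1.92 CPM (SD, n = 3). The log2 fold change was -0.39 (standard error 0.18, unadjusted p = 0.0573 and adjusted p = 0.322 from edgeR's quasi-likelihood test). The ranges of the genotypes overlapped, and the exact permutation test of the CPM gave p = 0.2, two-sided, where 3 libraries against 3 cannot go below 0.1. Leaving out one library at a time gave log2 fold changes between -0.52 and -0.24, with adjusted p-values up to 0.604 from edgeR. Without scaling for library size, the log2 fold change was -0.75, with an adjusted p of 0.0143 from edgeR, and with the replicate number as a block it was -0.38, with an adjusted p of 0.428. The paper lists *Dlx5* among the genes lower in its RNA-seq heatmap. It then names the role of *Dlx5* in osteoblast differentiation and the likeness of *Dlx5*-null and *Osx* Cre;*Stat3* fl/fl skulls. On that basis it measured *Dlx5* by real-time PCR in newborn calvaria and by immunohistochemistry in femurs. It reports lower *Dlx5* by the first and fewer DLX5-positive osteoblasts by the second. Overexpression served a separate aim, to ask whether less DLX5 contributed to the impaired differentiation.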

The activity of the luciferase reporter driven by the *Dlx5* promoter promoted by STAT3 expression and the ChIP assay indicated that STAT3 could bind to the *Dlx5* promoter and regulate the transcription of *Dlx5*. Transcription-regulating *Msx* genes are expressed at multiple sites of tissue-tissue interactions during vertebrate embryonic development^59^. *Msx1* is a key factor in the development of the craniofacial skeleton and has been proven to play an important role in terminal cell differentiation^60^. In addition, previous studies have shown that *Msx1* and *Dlx5* function synergistically to regulate craniofacial development and that *Msx* is crucial for *Dlx5* transcription through binding to its promoter. Here, we have provided evidence that STAT3 cooperated with MSX1 to drive Dlx5 transcription. Co-IP assays revealed that STAT3 physically associated with MSX1. We discovered that STAT3 could further promote MSX1-driven *Dlx5* promoter activity. More importantly, the synergistic effects of STAT3 and MSX1 on *Dlx5* promoter activity were dependent on both the activity of both STAT3 and the STAT3 binding sites on the *Dlx5* promoter. Last, the mutations of highest frequency in STAT3 of AD-HIES could affect the *Dlx5* promoter activity as well as the synergistic effect with MSX1. Taken together, STAT3 may regulate osteoblast differentiation and bone formation by directly promoting osteogenic gene transcription.

The skeleton is not static after being modeled during development, but undergoes lifelong active metabolism called bone remodeling that consists of bone formation by osteoblasts and bone resorption. The balance in bone remodeling is critical for maintaining bone homeostasis, and how to regulate this balance may be the key to the treatment of a series of bone disorders. Here, we have provided evidence that STAT3 in osteoblasts is critical for the regulation of bone metabolism. Firstly, with an inducible osteoblastic *Stat3* deletion mouse, we found that inactivation of STAT3 in osteoblasts impaired bone formation and induced bone loss in adult mice. Moreover, pharmacological inhibition of STAT3 impaired bone formation and induced bone loss in adult mice. Also, pharmacological activation of STAT3 promoted bone formation and reduced bone loss partially due to heterozygous deletion of *Stat3* in pre-osteoblast and tail suspension assay. Hence, we proposed STAT3 to be a suitable pharmacological target for the treatment of AD-HIES-like skeletal defects and other bone metabolism disorders through regulating bone homeostasis.

AD-HIES are mainly caused by heterozygous and dominant-negative mutations in STAT3, resulting in a complicated situation of STAT3 state in patients due to including not only the residual activity of the intact allele but also the dominant-negative functions of the mutant STAT3^17^. There were two germline mouse models of AD-HIES reported previously. One model carried the deletion of SH2 domain of STAT3, displayed early embryonic lethality, and the other model carried a 185 kb bacterial artificial chromosome (BAC) that encoded a common mutation identified in multiple patient cohorts. However, neither of the two models could be employed to study the specific role of STAT3 in bone development and metabolism because of the complexity of whole-body gene mutation. In the current study, we used osteoblast-specific deletion strategy, which we believe would be more appreciate to study STAT3 function in skeletal formation. Although the conditional *Stat3* knockout model could not be genetically resemble the *STAT3* mutations, it could functionally mimic the skeleton defects in patients. There are more than 140 *STAT3* gene mutations reported in AD-HIES patients, with single or combinational mutation^7,17^. In the future, it is promising to establish mouse models with AD-HIES patient-originated *STAT3* mutations or with tissue-specific gain-of-function approach to mimic the authentically status of STAT3 in the patients and reveal their functions in the disease.

In conclusion, our research has clarified a critical role of STAT3 in craniomaxillofacial development and the maintenance of bone homeostasis, as well as revealed its underlying mechanisms. Inactivation of STAT3 in osteoblasts, yet not in osteoclasts, induced AD-HIES-related bone deformities by impairing osteogenesis, which provided potential insights for the treatment of skeletal disorders of AD-HIES patients via the regulation of osteogenesis, though further clinical investigations are needed in the future.

## Methods

### Ethics statement

We have complied with all relevant ethical regulations for animal testing and research. All experimental animal procedures were approved by the Institutional Animal Care and Research Advisory Committee of the Shanghai Ninth People’s Hospital, School of Medicine, Shanghai Jiaotong University and according to the protocol (approval number: HKDL[2018]386) authorized by the Animal Experimental Ethical Inspection Shanghai Ninth People’s Hospital affiliated to shanghai JiaoTong University, School of Medicine.

### Mice

*Stat3*^*fl/fl*^ mice bearing loxP sites flanking exons 18–20 of the *Stat3* gene were purchased from the Jackson Laboratory (No. 016923). 

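In the GENCODE annotation of mm9 (NCBIM37), *Stat3* lies on the minus strand of chromosome 11, and its transcripts Stat3-001, Stat3-002 and Stat3-010 each have 24 exons. Exons 18 to 20 of these transcripts lie between 100754979 and 100755530 and hold 288 bp. That is 6.38% of the 4516 bp of Stat3-001, 4.77% of the 6042 bp of Stat3-002 and 9.84% of the 2927 bp of Stat3-010. The counts from the newborn calvaria are given per gene, and the reads of exons 18 to 20 are not told apart in them. Which exons entered the counts is not known here.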

*Ctsk*^*Cre*^ strain were provided by S. Kato, University of Tokyo, Tokyo, Japan^61^. *Osx*^*Cre*^ (No. 006361) and *Prx1*^*Cre*^ (No. 005584) strain were purchased from the Jackson Laboratory, and *Col1*^*cre ERT2*^ strain were a gift from Bin Zhou, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences^62^. All these mice were maintained on the C57BL/6 background. *Stat3*^*fl/fl*^ mice were crossed with *Ctsk*^*Cre*^ mice, *Osx*^*Cre*^ mice, *Prx1*^*Cre*^ mice, or *Col1*^*Cre ERT2*^ mice to generate *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^, *Osx*^*Cre*^;*Stat3*^*fl/+*^, *Osx*^*Cre*^;*Stat3*^*fl/fl*^, *Prx1*^*Cre*^;*Stat3*^*fl/fl*^, or *Col1*^*Cre ERT2*^; *Stat3*^*fl/fl*^ mice. All mice were bred and maintained under specific pathogen-free (SPF) conditions.

### Mice treated with STAT3 inhibitor

Ten 4-week-old male C57BL/6J mice were purchased from Shanghai JSJ Laboratory Animal Co., Ltd., which were randomly divided into two groups. Vehicle group: mice received daily intraperitoneal injections of DPBS (Corning, 21-031-CMR) for 5 weeks. AG490 group: mice received daily intraperitoneal injections of AG490 (5 mg/kg; Selleck, S1143) for 5 weeks. The femurs of the 9-week-old mice were then used for micro-CT or histological analysis.

### Mice treated with STAT3 agonist colivelin

12 one-week-old male *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice were randomly divided into two groups: ‘*Osx*^*Cre*^;*stat3*^*fl/+*^ + Vehicle group’ and ‘*Osx*^*Cre*^;*Stat3*^*fl/+*^ + Colivelin group’.6 littermate *Osx*^*Cre*^ mice were treated as control. In control group, 1-week-old *Osx*^*Cre*^ mice received intraperitoneal administration of PBS every other day for 3 weeks. *Osx*^*Cre*^;*Stat3*^*fl/+*^ + Vehicle group and *Osx*^*Cre*^;*Stat3*^*fl/+*^ + Colivelin group were referred to as 1-week-old *Osx*^*Cre*^;*Stat3*^*fl/+*^ mice that received intraperitoneal administration of PBS and 1.5 mg/kg colivelin (MCE, HY-P1061A), respectively, every other day for 3 weeks. The femurs of the 4-week-old mice were employed for micro-CT and histological analysis.

### Tail suspension model and STAT3 agonist colivelin treatment

15 four-week-old male C57BL/6J mice were purchased from Shanghai JSJ Laboratory Animal Co., Ltd. Which were randomly divided into 3 groups, including ‘Vehicle group’, ‘TS + vehicle group’ and ‘TS + colivelin group’. In Vehicle group, mice received intraperitoneal administration of PBS for 7 days without tail suspension. In TS + vehicle group, mice were suspended in individual plastic cages for 7 days at 30 degrees head-down tilt simultaneously intraperitoneal administration of PBS. The angle of suspension was adjusted to make sure that mouse hind limbs were unable to touch the ground when it was fully stretching^63^. In TS + colivelin group, mice were suspended in individual plastic cages for 7 days and with intraperitoneal administration of 1 mg/kg colivelin (MCE, HY-P1061A) for each day.

### Analysis of bone phenotypes

For alcian blue and alizarin red S staining of the skeleton, briefly, newborn mice were eviscerated and the skin was removed. After fixation with 95% ethanol for 1 day, the newborns were stained for 42 h in alcian blue solution. Then, they were fixed and cleared with 95% ethanol two times, each for 1 h, and then treated with 2% KOH for 3–4 h. After staining with ARS solution for 3–4 h, the skeletons were cleared with 1% KOH in 20% glycerol. For 2-week-old mice, ARS staining needed 6–8 h, and then the skeletons were cleared with 1% KOH in 20% glycerol. For 8-week-old mice, 2% KOH digestion for 6–8 h and ARS staining for 12 h. The skeletons were then cleared with 1% KOH in 20% glycerol.

For histological analysis, bone tissues were fixed in 4% paraformaldehyde (PFA) for 48 h, incubated in 15% DEPC-EDTA for decalcification, and then embedded in paraffin. For embryonic mice, 4-mm tissue sections were used for DIG-labeled in situ hybridization (Roche, No. 11207733910). For postnatal mice, bone tissues were fixed in 4% PFA and decalcified for 2 weeks prior to paraffin embedding. Tissue sections (6 mm) were used for TRAP staining according to the standard protocol (Sigma, 387A-1KT). For safranin O staining, slides were deparaffinized and hydrated to distilled water, then stained with 0.05% fast green (FCF) solution for 1.5 min. Next, they were rinsed quickly with 1% acetic acid solution for no more than 10 s, stained in 0.5% safranin O solution for 1 min, and differentiated with 95% ethanol. Last, they were washed in running water and cleared with xylene. Finally, they were mounted using a resinous medium.

### Immunohistochemical staining and immunofluorescence

Bone tissues were fixed in 4% PFA for 48 h and incubated in 15% EDTA for decalcification. Then, specimens were embedded in paraffin and sectioned at 6 μm. For immunohistochemical staining, sections were de-waxed and rehydrated. A solution of 3% H_2_O_2_ was used to block the activity of endogenous peroxidase. Antigen retrieval was performed with protease K at 37 °C for 15 min. The antibody to DLX5 (Abcam, EPR4488, Rabbit monoclonal, 1:1000) was added and incubated overnight at 4 °C. Anti-rabbit secondary antibody was added and incubated for 1 h at room temperature, followed by color development with an ABC kit (Vector Labs, PK-4000). For immunofluorescence, sections were blocked in PBS with 10% horse serum for 1 h and then stained overnight with anti-OPN (R&D System, #AF808, Goat Polyclonal, 1:200). Donkey anti-goat Cy3 (Absin, abs20028A, Donkey polyclonal, 1:200) was used as the secondary antibody. DAPI (Sigma, D8417) was used for nuclear staining.

### Calcein-alizarin red S labeling

Mice were injected intraperitoneally with 20 mg/kg calcein (Sigma, C0875-5G, 1 mg/ml in 2% NaHCO_3_ solution) and 40 mg/kg alizarin red S (Sigma, A5533-25G, 2 mg/ml in H_2_O) on day 0 and day 4 separately. On day 7, the mice were euthanized, and the bones were fixed and dehydrated and embedded with Embed-812 (Electron Microscopy Sciences). Samples were cut into 5 μm with a hard tissue cutter (RM2265, Leica, Wetzlar, Germany), and fluorescence-labeled images were captured using a microscope (BX51, Olympus).

### Micro-CT analysis

Mouse hind limbs and skulls were harvested, soft tissues were removed, and the remaining tissues were stored in 70% ethanol. The femurs of 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and control littermates were scanned with a SkyScan1176 (Bruker, Kartuizersweg, Belgium) at a 8.96 μm resolution for quantitative analysis. The turn on voltage was 65 kV and current density was 300 μA. The region from −40 to −240 slices below the growth plate was analyzed for BV/TV, Tb.Th., Tb.N., and Tb.Sp. The region from −400 to −456 slices below the growth plate was analyzed for Ct.Th. Skulls of 4-week-old *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice and control littermates were used for Micro-CT analysis (SkyScan 1176, Bruker, Kartuizersweg, Belgium) with 9 μm voxel size. The turn on voltage was 60 kV and current density was 280 μA Micro-CT analysis of the femurs of 6-week-old *Col1*^*cre ERT2*^;*Stat3*^*fl/fl*^ and 9-week-old mice that had been injected with AG490 for 5 weeks, 5-week-old tail-suspended mice injected with colivelin or PBS and their corresponding WT littermates were scanned with a Quantum GX2 (PerkinElmer, Waltham, USA) instrument. The turn on voltage was 80 kV and current density was 88 μA, and 101 slices (9 μm each) immediately below the growth plate in the distal metaphysis of the femur were used for quantification of the bone parameters.

### Cell culture

BMSCs were isolated from the femora and tibiae of 4-week-old mice and cultured in Minimum Essential Medium-α (α-MEM, Corning, 10-022-CVR) containing 10% FBS (Ausbian, WS500T) and 1% Penicillin/Streptomycin (Thermo Fisher Scientific, No. 15140122). We changed half of the culture medium after 3 days of cultivation, and replaced all the culture medium on the 5th day of cultivation, which were counted and plated on the 7th day of culture. For in vitro osteoblast differentiation, 2 × 10^5^ BMSCs were seeded in 12-well plates and cultured in osteogenic medium (Cyagen, MUBMD-90021) and subjected to ALP staining (Beyotime Institute of Biotechnology, P0321S) on day 7 and alizarin red S staining (Cyagen, MUBMD-90021) on day 14.

BMMs were washed out of the femora and tibiae of 4-week-old *Stat3*^*fl/fl*^ and *Ctsk*^*Cre*^;*Stat3*^*fl/fl*^ mice. After centrifugation (900 × g, 3 min), cells were resuspended as a single-cell suspension and cultured in 10 cm dishes with α-MEM containing 10% FBS and 1% Penicillin/Streptomycin for 24 h. Non-adherent cells were collected, centrifuged (900 × *g*, 3 min), and resuspended in α-MEM supplemented with 10 ng/ml M-CSF (Sigma, AF-315-02). Cells were then seeded into 24-well plates with density of 2 × 10^6^ cells/ml. Three days after seeding, BMMs were cultured in osteoclast differentiation medium consisting of α-MEM supplemented with 20 ng/ml M-CSF and 20 ng/ml RANKL (R&D, Minneapolis, MN, 462-TEC-010). The culture medium was replaced after 2 days and every day thereafter until mature multinuclear osteoclasts were formed (5–7 days). Cells were prepared for protein assay.

293T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Corning, 10-013-CVR) containing 10% FBS and 1% Penicillin/Streptomycin. C3H10T1/2 cells were maintained in α-MEM containing 10% FBS and 1% Penicillin/Streptomycin. All the cells were cultured in a 5% CO_2_ humidified incubator at 37 °C.

### Adenoviruses and lentivirus

Cre-EGFP and EGFP adenovirus and DLX5 and EGFP lentivirus were purchased from Hanbio Biotechnology Co. Ltd (Shanghai). For adenoviruses, 2 × 10^5^ BMSCs were seeded in 12-well plates in α-MEM for 24 h, then BMSCs were infected with adenovirus expressing either Cre-EGFP recombinase or EGFP at a multiplicity of infection of 30. After 4–6 h, BMSCs were cultured in osteogenic medium (Cyagen, MUBMD-90021). For lentivirus, 2 × 10^5^ BMSCs were seeded in 12-well plates in α-MEM for 24 h, then BMSCs were infected with lentivirus expressing either DLX5 recombinase or EGFP at a multiplicity of 20. After 24 h, BMSCs were cultured in osteogenic medium (Cyagen, MUBMD-90021).

### Plasmid

The cDNA of STAT3, MSX1, and MSX2 were cloned into a phage-based plasmid. The *Dlx5* promoter was synthesized and cloned into PGL3-based luciferase reporter (DLX5-Luc). The mutant *Dlx5* promoter with deletion of the two predicted STAT3 binding sites (One binding site is in the promoter -980 to -971 region, and one binding site is in the promoter -933 to -918 region) that predicted was synthesized and cloned into PGL3-based luciferase reporter (DLX5-mu-Luc). 

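In mm9 (NCBIM37), the annotated transcription start of *Dlx5* (transcript Dlx5-001, minus strand) is at 6832085 of chromosome 6. Counted from that start, bases -980 to -971 are at 6833056 to 6833065 and read CCAAATCAAT on the *Dlx5* strand, and bases -933 to -918 are at 6833003 to 6833018 and read GAGCCATTCTAGAAGC. The start from which the paper counts is not stated in its text, and another start would shift both stretches. Within the second stretch, TTCTAGAA at -927 to -920 has TTC and GAA apart by 2 bases. The primers given for the *Dlx5* promoter each match chromosome 6 at 1 place and bound a 137 bp fragment from -1039 to -903, which holds both stretches.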

Constitutively-active STAT3 (STAT3-C) and dominant-negative mutation of STAT3 (STAT3-DN) were provided by Dr. Feng^43^. STAT3 WT(NM_001369512.1), four Hyper-IgE mutants that previously described^3,7^ (R382W, R382Q, V637M, T714A) was synthesized and cloned into pCDH-CMV-MCS-EF1-GFP + Puro (CD513B-1) (NheI/NotI).

### RT-PCR analysis

Total RNA was extracted from osteoclasts using TRIzol (Sigma, T9424) and was reverse-transcribed into cDNA using the Prime Script RT master kit (TakaRa Bio Inc., RR036A). Real-time reverse transcription PCR (RT-PCR) was performed using the Bio-Rad CFX96 system. The primer sets used were as follows:

mouse-*HPRT*-F: GTTAAGCAGTACAGCCCCAAA

mouse-*HPRT*-R: AGGGCATATCCAACAACAAACTT

mouse-*Stat3*-F: CTTGGCCCTTTGGAATGAAG

mouse-*Stat3*-R: CAAGTGAAAGTGACCCCTCC

mouse-*Runx2*-F: CCAACCGAGTCATTTAAG

mouse-*Runx2*-R: GCTCACGTCGCTCATCTTG

mouse-*Osteocalcin*-F: CTTGGTGCACACCTAGCAGA

mouse-*Osteocalcin*-R: CTCCCTCATGTGTTGTCCCT

mouse-*Alp*-F: CGGGACTGGTACTCGGATAA

mouse-*Alp*-R: ATTCCACGTCGGTTCTGTTC

mouse-*Col1a1*-F: GCTCCTCTTAGGGGCCACT

mouse-*Col1a1*-R: CCACGTCTCACCATTGGGG

mouse-*Bsp*-F: CGAAGAAGCAGAAGTGGATG

mouse-*Bsp*-R: GCTTCTTCTCCGTTGTCTCC

mouse-*Dlx5*-F: TCTCTAGGACTGACGCAAACA

mouse-*Dlx5*-R: GTTACACGCCATAGGGTCGC

mouse-*Msx1*-F: TCATGGCCGATCACAGGAAG

mouse-*Msx1*-R: GGAGTCCTCCGACTGAGAAATG.

### RNA-Seq and GO analysis

Total RNA was isolated with TRIzol from the parietal bone of *Osx*^*Cre*^ mice (*n* = 3) and *Osx*^*Cre*^;*Stat3*^*fl/fl*^ mice (*n* = 3) littermates. Complementary DNA library preparation and sequencing were performed according to the Illumina standard protocol. Raw reads were mapped to mm9 using the TopHat version 1.4.1 program. We assigned fragment per kilo base per million (FPKM) as an expression value for each gene using Cufflinks version 1.3.0 software. Then, Cuffdiff software was used to identify differentially expressed genes between *Osx*^*Cre*^;*Stat3*^*fl/fl*^ and control *Osx*^*Cre*^ samples. Differentially expressed gene heat maps were clustered by k-means clustering using the Euclidean distance as the distance and visualized using Java TreeView software. GO analysis was performed with the DAVID online tool. Top GO categories were selected according to the *P* values.

### Western blotting and co-immunoprecipitation

For western blot analysis of parietal bone, total protein was obtained from P0 mice with SDS buffer (TaKaRa, No. 9173). For western blot analysis of BMSCs, total protein was obtained from BMSCs after 7 days of differentiation in osteogenic medium. For western blotting analysis of BMSCs treated with AG490, 5 × 10^5^ BMSCs were seeded in 6-well plates in α-MEM for 48 h and then treated with AG490 for 12 h. Total cells were then used for western blotting. For western blot analysis of BMSCs treated with colivelin, 5 × 10^5^ BMSCs were seeded in 6-well plates in α-MEM for 48 h, then changed to medium supplemented with 1 nM colivelin for 1 h. Total cells were then used for western blotting. Proteins (60 μg of parietal bone protein or 30 μg of cells) were separated by 10% SDS-PAGE followed by western blotting according to the standard protocols. Antibodies used were STAT3 (Santa Cruz, sc-482, Rabbit polyclonal, 1:500), p-STAT3 (CST, #9138, Mouse monoclonal, 1:1000), GAPDH (CST, #2118, Rabbit monoclonal, 1:1000), and β-Actin (CST, #4970, Rabbit monoclonal, 1:1000).

Co-IP was performed according to a method previously described^64^. Briefly, 293T cells were seeded at 6 × 10^6^ cells per 10 cm dish and cultured overnight. Afterward, we transfected 293T cells with Flag-STAT3 with Myc-MSX1 or HA-MSX2, 36–48 h after transfection, the cells were lysed. Whole-cell lysates were used for immunoprecipitation with anti-Flag antibody (Sigma, F3165, Mouse monoclonal, 1:10,000) at 4 °C overnight. Western blot assay was performed with the indicated antibodies (anti-HA, Sigma, H9658, Mouse monoclonal, 1:1000 and anti-Myc, Sigma, SAB4501941, Rabbit polyclonal, 1:2000).

### Chromatin immunoprecipitation (ChIP) and qPCR

ChIP analysis in C3H10T1/2 cells was performed using an enzymatic chromatin immunoprecipitation kit (MILLIPORE, Catalog #17-371) following the instructions of the manufacturer. Briefly, C3H10T1/2 cells at 80–90% confluence in 10 cm dishes were cross-linked with 1% formaldehyde for 10 min at room temperature followed by quenching with glycine. Chromatin digestion was performed to obtain DNA fragments from 250 to 500 bp by micrococcal nuclease (BioruptorTM, Diagenode, Belgium). Immunoprecipitation was performed with STAT3 (CST, #12640, Rabbit monoclonal, 1:50), and IgG (MILLIPORE, No. 12-371B) was used as a negative control. Precipitated DNA was detected by qPCR with specific primers (Fig. 6a). Primers for *Dlx5* promoter F: TGCCTACTTTTCGGTCTTCA; *Dlx5* promoter R: CTCGACTACTTGGAAGCTTC.

### Luciferase reporter assay

We assessed DLX5 or DLX5-mu transcriptional activity via DLX5 or mutant DLX5 responsive Dual-Luciferase Reporter Assay System. 293T cells were plated at a density of 2 × 10^5^ cells/well in a 24-well plate for 18–24 h and transfected by Lipofectamine 2000 (Life Technologies, Inc. 11668019) leveraging luciferase reporter plasmid (DLX5-Luc or DLX5-mu-Luc) and renilla along with STAT3, MSX1, STAT3 WT or various STAT3 mutants (STAT3-C, STAT3-DN, R382W, R382Q, V637M, T714A) according to a previously reported protocol^65^. All wells were supplemented with control empty expression vector plasmids to make the total amount of DNA constant. At 48 h after transfection, the luciferase activity was assayed in cell extract supernatants using the Dual-Luciferase Reporter Assay System according to the manufacturer’s protocol (Promega, Madison, WI. E1910).

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 6.01 software (GraphPad Software). Cell-based experiments were performed at least twice. Animals were randomized into different groups and at least 3 mice were used for each group, unless otherwise stated. All quantitative data are presented as the mean ± s.d. Student’s *t*-test was used for statistical evaluations of two group comparisons. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession GSE173711. All data and genetic material utilized for this paper are available upon requests to the corresponding author. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Grimbacher B, Holland SM, Puck JM (2005). Hyper-IgE syndromes. Immunological Rev..

[2] Minegishi Y (2007). Dominant-negative mutations in the DNA-binding domain of STAT3 cause hyper-IgE syndrome. Nature.

[3] Holland SM (2007). STAT3 mutations in the hyper-IgE syndrome. N. Engl. J. Med..

[4] Grimbacher B (1999). Hyper-IgE syndrome with recurrent infections—an autosomal dominant multisystem disorder. N. Engl. J. Med..

[5] Schwerd T (2017). A biallelic mutation in IL6ST encoding the GP130 co-receptor causes immunodeficiency and craniosynostosis. J. Exp. Med..

[6] Renner ED (2008). Novel signal transducer and activator of transcription 3 (STAT3) mutations, reduced T(H)17 cell numbers, and variably defective STAT3 phosphorylation in hyper-IgE syndrome. J. Allergy Clin. Immunol..

[7] Woellner C (2010). Mutations in STAT3 and diagnostic guidelines for hyper-IgE syndrome. J. Allergy Clin. Immunol..

[8] Chandesris MO (2012). Autosomal dominant STAT3 deficiency and hyper-IgE syndrome: molecular, cellular, and clinical features from a French national survey. Medicine.

[9] Wu J (2017). Clinical manifestations and genetic analysis of 17 patients with autosomal dominant hyper-IgE syndrome in Mainland China: new reports and a literature review. J. Clin. Immunol..

[10] Spencer S (2019). Loss of the interleukin-6 receptor causes immunodeficiency, atopy, and abnormal inflammatory responses. J. Exp. Med..

[11] Sassi A (2014). Hypomorphic homozygous mutations in phosphoglucomutase 3 (PGM3) impair immunity and increase serum IgE levels. J. Allergy Clin. Immunol..

[12] Béziat, V. et al. A recessive form of hyper-IgE syndrome by disruption of ZNF341-dependent STAT3 transcription and activity. *Sci. Immunol.***3**, eaat4956 (2018).10.1126/sciimmunol.aat4956PMC614102629907691

[13] Zhang Q (2009). Combined immunodeficiency associated with DOCK8 mutations. N. Engl. J. Med..

[14] Weber-Nordt RM, Mertelsmann R, Finke J (1998). The JAK-STAT pathway: signal transduction involved in proliferation, differentiation and transformation. Leuk. Lymphoma.

[15] O’Shea JJ, Gadina M, Schreiber RD (2002). Cytokine signaling in 2002: new surprises in the Jak/Stat pathway. Cell.

[16] Johnson DE, O’Keefe RA, Grandis JR (2018). Targeting the IL-6/JAK/STAT3 signalling axis in cancer. Nat. Rev. Clin. Oncol..

[17] Asano, T. et al. Human STAT3 variants underlie autosomal dominant hyper-IgE syndrome by negative dominance. *J. Exp. Med.***218**, e20202592 (2021).10.1084/jem.20202592PMC821796834137790

[18] Myles IA (2018). TNF overproduction impairs epithelial staphylococcal response in hyper IgE syndrome. J. Clin. Investig..

[19] Keles S (2016). Dedicator of cytokinesis 8 regulates signal transducer and activator of transcription 3 activation and promotes T(H)17 cell differentiation. J. Allergy Clin. Immunol..

[20] Kreins AY (2015). Human TYK2 deficiency: mycobacterial and viral infections without hyper-IgE syndrome. J. Exp. Med..

[21] Steward-Tharp SM (2014). A mouse model of HIES reveals pro- and anti-inflammatory functions of STAT3. Blood.

[22] Chaudhry A (2009). CD4+ regulatory T cells control TH17 responses in a Stat3-dependent manner. Science.

[23] Zhou H (2011). Osteoblast/osteocyte-specific inactivation of Stat3 decreases load-driven bone formation and accumulates reactive oxygen species. Bone.

[24] Corry KA (2019). Stat3 in osteocytes mediates osteogenic response to loading. Bone Rep..

[25] Ziros PG, Georgakopoulos T, Habeos I, Basdra EK, Papavassiliou AG (2004). Growth hormone attenuates the transcriptional activity of Runx2 by facilitating its physical association with Stat3beta. J. Bone Miner. Res..

[26] Feng X, McDonald JM (2011). Disorders of bone remodeling. Annu. Rev. Pathol..

[27] Cohen-Solal M (1995). Cytokine-mediated bone resorption in patients with the hyperimmunoglobulin E syndrome. Clin. Immunol. Immunopathol..

[28] Zhang Z (2005). Osteoporosis with increased osteoclastogenesis in hematopoietic cell-specific STAT3-deficient mice. Biochem. Biophys. Res. Commun..

[29] Leung DY (1988). Increased in vitro bone resorption by monocytes in the hyper-immunoglobulin E syndrome. J. Immunol..

[30] Staines Boone AT (2016). Zoledronate as effective treatment for minimal trauma fractures in a child with STAT3 deficiency and osteonecrosis of the hip. Pediatr. Blood Cancer.

[31] Sowerwine KJ (2014). Bone density and fractures in autosomal dominant hyper IgE syndrome. J. Clin. Immunol..

[32] Scheuerman O (2013). Reduced bone density in patients with autosomal dominant hyper-IgE syndrome. J. Clin. Immunol..

[33] Dibbs R, Raghuram A, Roy MG, Kaufman MG, Monson LA (2020). Orthognathic Surgical Treatment in a Patient With Hyperimmunoglobulin E Syndrome. J. Craniofacial Surg..

[34] Yang Y (2019). STAT3 controls osteoclast differentiation and bone homeostasis by regulating NFATc1 transcription. J. Biol. Chem..

[35] Davey RA (2012). Decreased body weight in young Osterix-Cre transgenic mice results in delayed cortical bone expansion and accrual. Transgenic Res..

[36] Huang W, Olsen BR (2015). Skeletal defects in Osterix-Cre transgenic mice. Transgenic Res..

[37] Logan M (2002). Expression of Cre Recombinase in the developing mouse limb bud driven by a Prxl enhancer. Genes.

[38] Dirckx N, Moorer MC, Clemens TL, Riddle RC (2019). The role of osteoblasts in energy homeostasis. Nat. Rev. Endocrinol..

[39] Manolagas SC, Jilka RL (1995). Bone marrow, cytokines, and bone remodeling. Emerging insights into the pathophysiology of osteoporosis. N. Engl. J. Med..

[40] Marie PJ (2013). Targeting integrins to promote bone formation and repair. Nat. Rev. Endocrinol..

[41] Artigas N (2017). p53 inhibits SP7/Osterix activity in the transcriptional program of osteoblast differentiation. Cell Death Differ..

[42] Acampora D (1999). Craniofacial, vestibular and bone defects in mice lacking the Distal-less-related gene Dlx5. Development.

[43] Wang G (2016). STAT3 selectively interacts with Smad3 to antagonize TGF-β signalling. Oncogene.

[44] Sugii H (2017). The Dlx5-FGF10 signaling cascade controls cranial neural crest and myoblast interaction during oropharyngeal patterning and development. Development.

[45] Chung IH, Han J, Iwata J, Chai Y (2010). Msx1 and Dlx5 function synergistically to regulate frontal bone development. Genes.

[46] Vogel TP, Milner JD, Cooper MA (2015). The ying and yang of STAT3 in human disease. J. Clin. Immunol..

[47] Wang, X. et al. A potential nutraceutical candidate lactucin inhibits adipogenesis through downregulation of JAK2/STAT3 signaling pathway-mediated mitotic clonal expansion. *Cells***9**, 331 (2020).10.3390/cells9020331PMC707248032023857

[48] Aguirre JI (2006). Osteocyte apoptosis is induced by weightlessness in mice and precedes osteoclast recruitment and bone loss. J. Bone Miner. Res..

[49] Kodama Y (1997). Inhibition of bone resorption by pamidronate cannot restore normal gain in cortical bone mass and strength in tail-suspended rapidly growing rats. J. Bone Miner. Res..

[50] Lloyd SA (2014). Interdependence of muscle atrophy and bone loss induced by mechanical unloading. J. Bone Miner. Res..

[51] Béziat, V. et al. Dominant-negative mutations in human IL6ST underlie hyper-IgE syndrome. *J. Exp. Med.***217**, e20191804 (2020).10.1084/jem.20191804PMC797113632207811

[52] Dmitrieva NI (2020). Impaired angiogenesis and extracellular matrix metabolism in autosomal-dominant hyper-IgE syndrome. J. Clin. Investig..

[53] Bocchini CE (2016). Protein stabilization improves STAT3 function in autosomal dominant hyper-IgE syndrome. Blood.

[54] Shahin T (2019). Selective loss of function variants in IL6ST cause Hyper-IgE syndrome with distinct impairments of T-cell phenotype and function. Haematologica.

[55] Flanagan SE (2014). Activating germline mutations in STAT3 cause early-onset multi-organ autoimmune disease. Nat. Genet..

[56] Wilkie AO, Morriss-Kay GM (2001). Genetics of craniofacial development and malformation. Nat. Rev. Genet..

[57] Depew MJ (1999). Dlx5 regulates regional development of the branchial arches and sensory capsules. Development.

[58] Han J (2009). Indirect modulation of Shh signaling by Dlx5 affects the oral-nasal patterning of palate and rescues cleft palate in Msx1-null mice. Development.

[59] Alappat S, Zhang ZY, Chen YP (2003). Msx homeobox gene family and craniofacial development. Cell Res..

[60] Blin-Wakkach C (2001). Endogenous Msx1 antisense transcript: in vivo and in vitro evidences, structure, and potential involvement in skeleton development in mammals. Proc. Natl Acad. Sci. USA.

[61] Nakamura T (2007). Estrogen prevents bone loss via estrogen receptor alpha and induction of Fas ligand in osteoclasts. Cell.

[62] He L (2017). Preexisting endothelial cells mediate cardiac neovascularization after injury. J. Clin. Investig..

[63] Chowdhury P, Long A, Harris G, Soulsby ME, Dobretsov M (2013). Animal model of simulated microgravity: a comparative study of hindlimb unloading via tail versus pelvic suspension. Physiological Rep..

[64] Dai Q (2017). mTOR/Raptor signaling is critical for skeletogenesis in mice through the regulation of Runx2 expression. Cell Death Differ..

[65] Liu Z (2016). Mediator MED23 cooperates with RUNX2 to drive osteoblast differentiation and bone development. Nat. Commun..

How the deposited data were processed for this re-analysis (not part of the article)

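RNA-seq libraries from the calvaria of 3 *Osx* Cre newborns and 3 *Osx* Cre;*Stat3* fl/fl newborns were analysed. Genotypes and replicate numbers were taken from the sample labels and the Methods, which give n = 3 per genotype. The paper's Methods describe mapping of the reads to mm9 with TopHat, FPKM values from Cufflinks and a comparison with Cuffdiff. The authors deposited, for each library, a table of whole-number counts per gene for 44556 gene symbols, without normalization. The program and the gene annotation that gave these counts are not named in the paper's text. FPKM values and mapped reads were not used here, so Cufflinks, Cuffdiff and the gene ontology analysis by DAVID were not repeated.

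The depth was between 8193651 and 12080044 counts per library. A value of 3 counts was taken as the smallest a library can show, and such floors cover counting error only. No libraries of one genotype were duplicates, since a chi-square test over genes with at least 10 counts gave between 7.51 and 15.6 per degree of freedom for each pair. A number of Y-linked and X-linked genes were read from each library without a test.

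The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the genotypes were compared with edgeR's quasi-likelihood test on 15600 genes, two-sided, with Benjamini-Hochberg adjustment. CPM values use the TMM-scaled library size, except for sex-linked genes, floors and the gene-wise linear model, where the library total was used. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A fold line of 1.5 and a p of 0.05, unadjusted and adjusted, were used to count genes. Single values of 3 libraries against 3 were compared by an exact permutation test, whose smallest p is 0.1. Gene lists for osteoblasts and other cell types were tested with limma's fry, with adjustment over 23 lists, and the median of each list was placed among 10000 random lists matched on mean expression in 20 bins. The list of mitochondrial genes was rewritten with the gene names of the count tables after these were opened.

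The genes named were set by rule before the data were examined. They are *Stat3*, the 26 genes of Fig. 5c, *Runx2*, *Col1a1*, *Bglap*, *Spp1*, *Msx1*, *Msx2*, sex-linked genes, members of any list that passed its test, the 5 genes with the smallest p on each side past 1.5-fold without overlap between genotypes, and the 5 most counted genes. Other genes named in the closing section were chosen after their values were seen. Some genes of Fig. 5c are counted in the totals and not reported singly here.

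Alternatives to these choices were other scalings (DESeq2's size factors, library totals, upper quartile, none), other filters, DESeq2's Wald test, limma-voom, a gene-wise linear model of log2(CPM + 1) on library totals without moderation, which thus changes the scaling and the test, the replicate number as a block, offsets for GC content and transcript length (loess, span 0.5), a test against a 1.5-fold change, and leaving out each library. The pairing by replicate number comes from the sample labels, and same-numbered libraries are from different animals. Apart from 3 settings named as later additions, all were set before the data were examined.

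Gene positions, exons, GC content and transcript length came from the NCBIM37 (mm9) genome and GENCODE annotation, matched by symbol or synonym. A position was found for 94.2% of the 15600 genes tested and a GC content and length for 88.7%. The fits were tested on simulated counts with the means, library sizes and dispersions of the real libraries and 200 genes changed 2-fold. The edgeR test with TMM scaling tested 198 of the changed genes, recovered 60.1% of them at an adjusted p under 0.05, and made 5 other calls among 15624 genes. The simulated libraries were drawn independently, without the deviations that some real libraries share. The number of false calls in them therefore leaves out errors from such sharing. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.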

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

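The tests in this part were chosen after the result was seen. The paper does not discuss the 5 genes with the smallest p among those upregulated more than 1.5-fold without overlap between genotypes. That rule picks genes above the level of every *Osx* Cre control library, so the separation of these 5 genes is no further evidence. Their log2 fold changes were 2.20 for *Gm5182*, 3.17 for *AA465934*, 2.81 for *Iigp1*, 2.84 for *Serpina3n* and 3.55 for *Tgtp1*. By the same rule, each was higher in 3 of 3 libraries labelled *Osx* Cre;*Stat3* fl/fl. The adjusted p-values were between 0.0023 and 0.00403 from edgeR's quasi-likelihood test, and stayed under 0.05 in all 6 fits that left out one library. With the replicate number as a block, the adjusted p-values of the 5 genes were 0.0522 or 0.0597.

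The scaling of the libraries was looked at as a technical explanation, and without scaling the smallest of the 5 log2 fold changes was 1.82. Scaling moves all genes together, and without it the median gene was at -0.38. A shift of that size is smaller than each of the 5 changes, so the outcome followed from their size and is no separate test. GC content and transcript length could be looked up for 3 of the 5 genes, and offsets for them left log2 fold changes of 2.84 for *Iigp1*, 2.82 for *Serpina3n* and 3.55 for *Tgtp1*. For the other genes this was not tested. Reads shared between paralogs leave open which copy changed, because *Tgtp2*, a close copy of *Tgtp1*, had a log2 fold change of 3.80. A strain variant carried along with the floxed *Stat3* allele was tested by position. Of the 3 genes with a known position, 0 lay within 20 Mb of *Stat3*, but 2 genes had no position. *Iigp1* and *Tgtp1* encode interferon-inducible GTPases, and a gain of interferon-inducible expression after loss of *Stat3* may be a biological reading. It is a hypothesis, since variants between strains were not read in these libraries.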

How the results depend on the processing

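The number of genes lower past 1.5-fold at an unadjusted p under 0.05 depended on the scaling more than on the other choices run. The number higher at an adjusted p was 110 without scaling against 102, of which 69 were called in both, and moved more with the test, the filter and the block. Without scaling for library size, 2546 genes were lower and 149 higher at an unadjusted p under 0.05, 2122 were lower at an adjusted p, 89.4% of the tested genes were lower, and 24 heatmap genes were called. There the log2 fold change of *Dlx5* was -0.75 with an adjusted p under 0.05, and that of *Stat3* was reversed to -0.26, as were those of *Bglap* (-0.21), *Spp1* (-0.28), *Msx1* (-0.0779), *Msx2* (-0.16), *COX1* (-0.32), *H19* (-0.31) and *Acta1* (-0.0889). The cause of the reversals is shown by the median of all genes, which moved to -0.38. With library totals alone, 59.1% of genes were lower and 5 heatmap genes were called, against 50.7% and 3 with TMM. DESeq2's size factors and upper-quartile factors kept every count within 1.5 times.

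Without a filter, 551 genes were lower and 804 higher at the unadjusted p, and 119 and 206 at the adjusted p. With DESeq2's Wald test, 119 and 211 passed the adjusted p. The gene-wise linear model gave 261 higher genes at the unadjusted p, 3 lower and 2 higher at the adjusted p, and 59.6% of genes lower. By 1.5-fold alone, 579 were lower and 799 higher, and glmTreat gave 5 lower and 23 higher. With GC content and transcript length offsets, 52.2% of genes were lower. The gene-wise linear model used library totals, and its share of lower genes was close to the 59.1% of library totals in edgeR. The simulated counts with changed genes had no deviations shared between libraries. In them the gene-wise linear model recovered 2.02% of the changed genes at the adjusted p, edgeR 60.1% and DESeq2 69.7%, with 1, 5 and 23 false calls. There edgeR without scaling recovered 69.2% and made 2097 false calls, so calls from the fit without scaling are open to the same error. For the filter, the fold line and the offsets, the cause of the differences was not tested.

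With the replicate number as a block, 305 genes were lower and 463 higher at the unadjusted p, close to the counts without it, while 1 and 0 passed the adjusted p. With block and offsets together, 4 and 5 passed, and 52% of genes were lower. Same-numbered libraries had a mean correlation of -0.235, so the numbers do not act as pairs here. In the same simulated counts the block recovered 52% of the changed genes, a smaller loss than the fall at the adjusted p, whose cause was not tested.

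Across the 6 fits that each left out one library, from 5 to 33 genes were lower and from 7 to 67 higher at the adjusted p, from 50.3% to 51.9% of genes were lower, and from 3 to 5 heatmap genes were called. The log2 fold change of *Dlx5* stayed negative and that of *Stat3* positive in all 6. Signs changed for *Bglap* (from -0.14 to 0.39), *Spp1* (from -0.12 to 0.30), *COX1* (from -0.0255 to 0.16) and *H19* (from -0.0248 to 0.14).

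Some settings were added after the data were seen. Without scaling or filter, 3017 genes were lower and 281 higher at the unadjusted p, 1913 were lower at the adjusted p, and 25 heatmap genes were called. Without scaling and by 1.5-fold alone, 3088 were lower and 260 higher. The gene-wise linear model without scaling gave 2131 and 113 at the unadjusted p, 984 and 46 at the adjusted p, and 23 heatmap genes.

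Under fry, 0 of the 23 lists passed an adjusted p of 0.05 and 4 had an unadjusted p under 0.05. Under camera, 8 passed. Among the 45 other genes named, 30 results gained an adjusted p under 0.05, of which 23 without scaling, and 33 lost it, of which 11 with the block and 8 with the gene-wise linear model. The depth limits *Lep*, *Ostn* and *Ptgs2*, with 38, 85 and 100 counts over all libraries.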

Differences from the paper's values

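The paper reports 2459 genes downregulated more than 1.5-fold, against 339 here with TMM scaling and an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the fit without scaling for library size came within 1.5 times of the paper's number, with 2546 genes. That likeness does not show that the paper left out scaling, since its Methods name FPKM, which is scaled to library size. The other alternatives, which include library totals, other filters and tests, fold change alone with the main filter, the block and each library left out, gave between 250 and 579 genes. Fold change alone without the filter, which was not among these alternatives, gave 4471 downregulated and 4876 upregulated genes with TMM scaling.

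The paper reports 231 genes upregulated more than 1.5-fold, against 505 here. Of the same alternatives, only the gene-wise linear model came within 1.5 times, with 261 genes. The fit without scaling gave 149. Settings chosen after seeing the values that reached both of the paper's numbers within 1.5 times were no scaling without a filter, with 3017 downregulated and 281 upregulated genes, and no scaling with 1.5-fold alone, with 3088 and 260. The gene-wise linear model without scaling, also chosen after seeing the values, gave 2131 and 113.

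In the paper's numbers more genes were downregulated than upregulated, while with TMM scaling 339 were lower and 505 higher. The paper states that *Dlx5* was significantly downregulated in the RNA-seq. The log2 fold change here was -0.39, with an unadjusted p of 0.0573 and an adjusted p of 0.322 from edgeR. The fit without scaling called it, at -0.75 and an adjusted p of 0.0143, and was the only 1 of the 19 settings to do so at the adjusted p, which otherwise was at least 0.245. At an unadjusted p under 0.05 but short of 1.5-fold, it was also called with library totals (-0.45), without a filter (-0.40) and without *Osx* Cre library 3 (-0.52). The paper shows the genes of Fig. 5c as downregulated, and the 25 tested were lower here, 3 of them past 1.5-fold with an unadjusted p under 0.05 and 24 without scaling.

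The legend of Fig. 5 states that the newborns were male. All 6 libraries had between 895 and 1074 CPM of *Xist*, and no library had more than 2 counts on *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together.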

Other observations

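The tests of explanations for the *Stat3* and sex-linked counts, of positions near *Stat3*, of the interferon-inducible GTPases and of simulated counts without changed genes were chosen only after the result was seen. The counts themselves, the other tests and the gene lists apart from the mitochondrial list were set before the data were examined.

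The split between lower and higher genes was weighed against technical explanations. Under TMM scaling 50.7% of the tested genes were lower in the libraries labelled *Osx* Cre;*Stat3* fl/fl, and without scaling 89.4% were. The libraries labelled *Osx* Cre;*Stat3* fl/fl held on average 0.794 of the counts of the *Osx* Cre libraries, and the smallest *Osx* Cre library was larger than the largest *Osx* Cre;*Stat3* fl/fl library. In simulated counts with the same library sizes and no changed gene, the comparison without scaling gave 1696 lower and 33 higher genes past 1.5-fold at an unadjusted p under 0.05, whereas TMM scaling gave 152 and 134. A difference in library size that is left unscaled may therefore give an excess of lower genes of this order. The paper's Methods, however, name FPKM values and Cuffdiff, and FPKM is by its definition scaled to the size of the library. FPKM values were not used here, so whether library size entered the paper's own values was not tested. The 50 most counted genes took at least 23.3% of the counts in each library labelled *Osx* Cre;*Stat3* fl/fl and at most 23.1% in each *Osx* Cre library, a small difference that could contribute to the 59.1% of genes lower under library totals. GC content (Spearman rho across genes -0.0027) and transcript length (rho 0.0207) were not related to the log2 fold changes.

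Other groupings of the 6 libraries were also compared. Of the 4 splits that part all same-numbered pairs, 1, the split by genotype, gave as many as 844 genes past 1.5-fold at an unadjusted p under 0.05, and 1 gave as many as 154 at an adjusted p. The design cannot give a share low enough to exclude a grouping by chance. The split of *Osx* Cre 1, *Osx* Cre 3 and *Osx* Cre;*Stat3* fl/fl 2 from the others came next, with 750 and 92 genes, and no batch in the labels follows it. The list of 9 neural genes does follow it, which was seen only afterwards. Its mean log2 CPM deviations were -0.05, -0.76 and -1.84 in those libraries. In *Osx* Cre 2 and *Osx* Cre;*Stat3* fl/fl 1 and 3 they were 1.17, 1.05 and 0.43. Neural tissue may thus differ in amount between libraries, and this was not tested. Across genes, which are not independent replicates, the deviations of *Osx* Cre 2 and *Osx* Cre;*Stat3* fl/fl 1 (r = 0.508) and of *Osx* Cre 3 and *Osx* Cre;*Stat3* fl/fl 2 (r = 0.421) were the most alike, and this split keeps both pairs together. The other 6 splits, which part only 1 same-numbered pair each, gave between 79 and 577 genes at the unadjusted p and at most 2 at the adjusted p.

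*Stat3* counts were not lower in the libraries labelled *Osx* Cre;*Stat3* fl/fl, with a log2 fold change of 0.12. A change of labels by mistake was looked at first. The lowest *Osx* Cre;*Stat3* fl/fl value, 153 CPM, was above the highest *Osx* Cre value, 150 CPM, so neither labelling shows a marked loss of the transcript. An exchange of labels was not tested further. Without scaling, *Stat3* had a log2 fold change of -0.26 and the median gene -0.38. Scaling moves all genes together, so the distance of 0.12 between them is no separate test of scaling. Since exons 18 to 20 hold 6.38% of transcript Stat3-001, reads on the other exons and from cells that do not express *Osx* could hide the deletion in a count over the gene. Counts per exon, which would test this, were not analysed here.

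All 6 libraries had *Xist* counts and almost no counts from the Y chromosome. The 4 Y-linked genes are all (4 of 4) among the genes listed, so their absence from the list was not the reason. The lowest *Xist* value, 895 CPM, was close to the highest, 1074 CPM, so no single library stands apart as a mislabelled male. The most counts of any library on the 4 genes was 2, which is consistent with 6 libraries from female newborns, and no biological explanation that involves genotype was tested.

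Genes called were compared by position, since the floxed allele can carry flanking sequence of another strain. Within 20 Mb of *Stat3*, 1.68% of 535 tested genes passed 1.5-fold and an adjusted p under 0.05, against 0.967% elsewhere, and Fisher's exact test, two-sided, gave p = 0.114. At the unadjusted p these shares were 7.66% and 5.08% (Fisher's exact test, two-sided, p = 0.0125). The rest of chromosome 11 had 4.1% at the unadjusted p (Fisher's exact test, two-sided, p = 0.215 against other genes) and 1.61% at the adjusted p (Fisher's exact test, two-sided, p = 0.109), so at the adjusted p the share near *Stat3* was close to that of the rest of the chromosome. The calls on the rest of the chromosome include the interferon-inducible GTPase genes *Irgm1*, *Tgtp1*, *Tgtp2* and *Igtp*, which may raise that share. A strain variant linked to *Stat3* may contribute to calls such as *C130046K22Rik*, *Kpna2* (log2 fold change -2.23) and *Slfn8* (-2.20). The Fig. 5c gene *Sost* (-1.03) also lies within 20 Mb of *Stat3* and was called at the unadjusted p only, so such a variant may contribute there too. The excess near *Stat3* at the unadjusted p goes with such a variant, but the p of 0.114 at the adjusted p leaves it open. A variant also cannot be told apart from regulation.

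Interferon-inducible GTPase genes (*Gbp*, *Iigp*, *Igtp*, *Irgm* and *Tgtp* families, chosen after their values were seen) were higher in 16 of the 16 tested members, under TMM scaling, library totals and no scaling, and 11 had an adjusted p under 0.05 from edgeR. The separate list of interferon response genes set beforehand had a median log2 fold change of 0.68, with 7 of 7 genes and 3 of 3 libraries labelled *Osx* Cre;*Stat3* fl/fl higher (limma's fry, adjusted p = 0.164, and over the alternatives from 2.95e-05, by camera, to 0.492). The known STAT3 targets set as a list had a median of 0.35 (limma's fry, adjusted p = 0.237), which became -0.03 without scaling. This list thus gave a negative result for lower expression of STAT3 targets in whole calvaria.

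Lists for other cell types were examined for a difference in tissue composition. Skeletal muscle genes had a median log2 fold change of 0.50, with 12 of 12 genes higher (limma's fry, adjusted p = 0.237). The myosin heavy chain gene *Myh4*, which is not in that list, went the other way, with a log2 fold change of -3.61. Another myosin heavy chain gene, *Myh3*, was higher, with a log2 fold change of 1.72 (adjusted p = 0.0204 from edgeR's quasi-likelihood test). The list therefore does not stand for every muscle gene. Neutrophil genes had -1.16 (limma's fry, adjusted p = 0.237), erythroid genes -0.61 (adjusted p = 0.237) and macrophage genes 0.24 (adjusted p = 0.164, and a median of -0.14 without scaling). For muscle, neutrophil and erythroid genes the 3 libraries of one genotype lay apart from the 3 of the other. None of the 23 lists passed under fry and 4 had an unadjusted p under 0.05, so a change in composition between genotypes was not established. Under camera, 8 lists passed, with adjusted p-values of 4.27e-08 for skeletal muscle, 1.02e-05 for neutrophil, 2.95e-05 for interferon response, 0.00265 for erythroid, 0.0118 for macrophage, 0.012 for the osteogenic markers, 0.0416 for mitochondrial and 0.0437 for Dlx genes. That test treats genes as the units.

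*Msx1*, which the paper measured by real-time PCR in calvaria, had 13.5 ± 1.48 CPM (SD, n = 3) in *Osx* Cre and 16.5 ± 0.621 CPM (SD, n = 3) in libraries labelled *Osx* Cre;*Stat3* fl/fl, a log2 fold change of 0.29 (adjusted p = 0.306 from edgeR's quasi-likelihood test). *Msx2* had a log2 fold change of 0.21 (adjusted p = 0.612). *Rn18s-rs5*, a ribosomal RNA gene chosen after its values were seen, took 2.1% of the counts in *Osx* Cre;*Stat3* fl/fl library 3 and between 0.0821% and 0.487% in the others.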
